# Identification and Characterization of Key Genes Responsible for Weedy and Cultivar Growth Types in Soybean

**DOI:** 10.3389/fgene.2022.805347

**Published:** 2022-02-24

**Authors:** Prakash Basnet, Taeyoung Um, Neha Samir Roy, Woo Suk Cho, Soo Chul Park, Kyong-Cheul Park, Ik-Young Choi

**Keywords:** weedy type, cultivar type, transcriptome, differentially expressed genes, phytohormone

## Abstract

In cultivated plants, shoot morphology is an important factor that influences crop economic value. However, the effects of gene expression patterns on shoot morphology are not clearly understood. In this study, the molecular mechanism behind shoot morphology (including leaf, stem, and node) was analyzed using RNA sequencing to compare weedy (creeper) and cultivar (stand) growth types obtained in F_7_ derived from a cross of wild and cultivated soybeans. A total of 12,513 (in leaves), 14,255 (in stems), and 11,850 (in nodes) differentially expressed genes were identified among weedy and cultivar soybeans. Comparative transcriptome and expression analyses revealed 22 phytohormone-responsive genes. We found that *GIBBERELLIN 2-OXIDASE 8* (*GA2ox*), *SPINDLY* (*SPY*), *FERONIA* (*FER*), *AUXIN RESPONSE FACTOR 8* (*ARF8*), *CYTOKININ DEHYDROGENASE-1* (*CKX1*), and *ARABIDOPSIS HISTIDINE KINASE-3* (*AHK3*), which are crucial phytohormone response genes, were mainly regulated in the shoot of weedy and cultivar types. These results indicate that interactions between phytohormone signaling genes regulate shoot morphology in weedy and cultivar growth type plants. Our study provides insights that are useful for breeding and improving crops to generate high-yield soybean varieties.

## Introduction

Soybean [*Glycine max* (L.) Merr.] is a major species of legume crop grown for human and animal consumption. Although *Glycine soja* (wild soybean) is genetically close to cultivated *G. max*, it is a divergent phenotype (Singh and Hymowitz, 1988; Stupar, 2010; Joshi et al., 2013; Kofsky et al., 2018). The cultivated soybean has an erect growth type, a strong primary stem, and large variable seeds, whereas the wild soybean is a creeper and has a weedy growth type, a long and thin vine stem, and small seeds (Liu et al., 2007). Soybean plants morphology varies according to its domestication characteristics which are wild, semi wild, and cultivated soybeans (Qiu et al., 2014). Agronomical traits are influenced by stem growth habit. According to stem termination, soybean growth types are classified into determinate as the cultivar type and indeterminate, the weedy type (Bernard, 1972). In weedy types, the vegetative activity continues with the terminal bud resembling long and thin stem (Liu et al., 2010). In major crops, shoot morphology is the prime factor for grain yield (Kurepin et al., 2013; Chen et al., 2020; Zhang et al., 2021); desirable vertical shoot structure with beneficial traits, plant height, leaf size and stem structure lead to improved economic return (Khush, 2001; Mencuccini, 2015). (Kilgore-Norquest and Sneller, 2000) reported that cultivar soybeans had greater yield than the wild soybeans at the late planting dates. Therefore, unraveling the genetic mechanism behind plant architecture aids the development of high-yield cultivars (Wang and Li, 2008).

Development and defense systems in plants are mainly controlled by plant hormones (Bari and Jones, 2009; Huot et al., 2014; Davière and Achard, 2016). Phytohormones also regulate plant morphology (Hepworth and Lenhard, 2014; Yue et al., 2016). The major plant hormones viz, gibberellin, auxin, and cytokinin influence cell differentiation, proliferation, and elongation in plants and are responsible for divergent shoot architectures (Mok, 1988; Gaspar et al., 1996; Azizi et al., 2015; Haruta and Sussman, 2017). Gibberellin regulates stem elongation in plants (Jones and Kaufman, 1983; Harberd et al., 1998; Kende et al., 1998; Olszewski et al., 2002). Gibberellic acid (GA) also commonly called gibberellins, a tetracyclic di-terpenoid compound stimulating plant hormone (Gupta and Chakrabarty, 2013). Deregulation of GA-responsive genes, gibberellin-oxidases (*GA20oxs*, *GA3oxs*, and *GA2oxs*)results in altered phenotypes in plants (Thomas and Sun, 2004; Dai et al., 2007; Rieu et al., 2008; Wuddineh et al., 2015; Wang et al., 2017). Moreover, *GA20ox* and *GA3ox* promotes bioactive GA through the biosynthetic signaling pathway (Busov et al., 2008; Yang et al., 2012) whereas *GA2ox* involves in inactivation of GA (Thomas et al., 1999; Olszewski et al., 2002). Functional deficit of *GA20x* and *GA3ox* results in semi dwarf plants in *Arabidopsis* (Yamaguchi et al., 1998) and rice (Sakamoto et al., 2001). However, mutants of *GA2ox* responses opposite of *GA20ox* and *GA3ox*, resulting long and slender stem in pea (Martin et al., 1999) and switchgrass (Wuddineh et al., 2015). In soybean, *Glyma18g06870* (*GAox*), 2-oxoglutarate-dependent dioxygenase is identified as a candidate gene responsible for vine growth habit (VGH) (Wang et al., 2019).

Shoot organogenesis and overall plant architecture is also determined by auxin (Gallavotti, 2013; Taylor-Teeples et al., 2016). Auxin response factors (*ARFs*) and Indole Acetic acid (*IAA*) plays an important role in regulation of auxin response genes (Ma and Li, 2019). ARF transcription factor interacts with PHYTOCHROME INTERACTING FACTOR (PIF) to increase auxin biosynthesis and promote cell elongation in the stem of *Arabidopsis* (Oh et al., 2014)*.* All physiological mechanisms in *A. thaliana*, such as cell division, shoot apical dominance, tropism, and root initiation, are governed by auxin (Hagen and Guilfoyle, 2002). Upstream of auxin responsive genes promote cell elongation of the hypocotyls and plant organs (Chae et al., 2012). Shoot apical balance is controlled by cytokinin via the regulation of cell division and cell proliferation (Mok and Mok, 2001). The level of active cytokinin is suppressed by cytokinin dehydrogenase (CKX) (Motyka et al., 1996; Werner et al., 2001). For example, high regulation of *CKX* gene in *Arabidopsis* inhibit cytokinin level, indicating a decrease in overall shoot morphology (Schmülling et al., 2003). Three cytokinin receptors (*ARABIDOPSIS HISTIDINE KINASEs; AHK2, 3, 4*) and eleven response regulators (*ARABIDOSPIS RESPONSE REGULATORs*, *ARRs*) have been identified in *Arabidopsis* determining the specificity of cytokinin in plant growth (Kim et al., 2006). The receptor gene *AHK* involve in activating cell division and meristem maintenance (Jeon et al., 2010).

Interaction among plant hormones controls overall plant growth and development (Ohri et al., 2015). Auxin promotes bioactive gibberellins like gibberellic acid-1 (GA1), and is most important for cell division and internode elongation (Ross et al., 2001). Both cytokinin and gibberellin act mutually in the early and late developmental stages of shoot meristem elongation (Richards et al., 2001; Schmülling, 2002). Auxin interacts with cytokinin antagonistically. For example, apical dominance is regulated by auxin and cytokine in an antagonistic manner (Shimizu-Sato et al., 2009). Reduction of auxin signaling gene expression induces cytokinin signaling in most tissues (Kurepa et al., 2019).

Growth and development are continuous processes influenced by phytohormone interactions that produce diverse phenotypes. To date, few studies have been conducted to explore the genes that determine the weedy and cultivar growth types in soybean. Comparative transcriptome analysis by RNA sequencing is an efficient method for identifying important differences in gene expression between two plant relatives (Koenig et al., 2013). Here, we used the transcriptomes of leaves, stems, and nodes to identify differentially expressed genes (DEGs) associated with the weedy and cultivar growth types in soybean. We performed high-throughput Illumina sequencing to comprehensively characterize the transcriptomes. To investigate how the expression of these genes affects soybean phenotypes, we compared the expression profiles of the leaves, stems, and nodes and the crosstalk of DEGs. The results of this research provide insights into the relevant genes responsible for the weedy and cultivar growth types in soybean and facilitate a better understanding of the molecular mechanism behind the differences in growth and development of the two soybean relatives.

## Materials and Methods

### Plant Materials

KB000001 (*Glycine max*), a cultivated soybean and KB000002 (a hybrid of *G. max* and *Glycine soja*), a wild type of soybean seeds was collected from Rural Development Administration (RDA), South Korea. The parents, KB000001 with an erect phenotype and KB000002 with the weedy phenotype, were crossed to generate recombinant inbred lines (RILs) by single seed descent (SSD) method. A single was obtained from the first filial generation (F_1_) grown in the field in Chuncheon-Si (Gangwon-do, South Korea). To generate an inbred population, the F_2_ seeds were harvested and grown by selfing further until the F_5_ generation. Both the weedy and cultivar growth types were observed in every filial generation. From F_1_ to F_6_, two lines were targeted, with each displaying one of the distinct phenotypes of the parental lines, i.e., the weedy (creeper) and the cultivar (stand) growth types. The selected plant’s seeds from F_6_ were harvested and grown both in the field and the greenhouse. The shoot morphology in F_7_ was the same as F_6_, so they were selected for the rest of the study. To confirm the phenotype, the plants were grown in the growth room with optimal temperature (25°C) and 60–70% humidity. Finally, these two lines were selected to study the molecular mechanism underlying the weedy and cultivar growth types. The leaves, stems, and nodes from 12-week-old plants were sampled and harvested immediately in frozen liquid nitrogen (N) for RNA isolation.

### RNA Extraction and RNA-Seq Library Construction

Total RNA was isolated from the leaves, stems, and nodes from the respective samples using GeneAll® Ribospin™Plant (Geneall Biotechnology Co., Ltd., Seoul, Korea) following the manufacturer’s instructions. Genomic DNA digestion was performed with DNase I (Sigma, St. Louis, MO, United States of America). The RNA quality was observed on 1% agarose gel electrophoresis. The total RNA integrity was checked using an Agilent 2100 BioAnalyzer with RNA integrity number (RIN) value >6. For the total mRNA library, sequencing was performed using the Illumina Nova Seq high-throughput sequencing kit and platform (Illumina Ltd, San Diego, CA, United States) according to the manufacturer’s protocol and performed by Theragen Etex Bio Institute, a professional DNA sequencing service provider (Theragen Etex Inc. Suwon, South Korea).

### Screening of Differentially Expressed Genes by RNA-Seq

The sequenced data from Illumina were preprocessed using Trimmomatic in which raw data were trimmed and converted to total read bases. The adapters were used for trimming contaminant sequences and for library construction in Trimmomatic v0.36 (http://www.usadellab.org/cms/index.php?page=trimmomatic). Low-quality reads were removed by applying Trimmomatic’s sliding window (4:20) with average quality (30) and minimum read size (36 bp). The sequence was read in units of 4 bp with a PHRED score less than 20. Reads with average length of less than 20 bases were removed. Each sample was aligned to the reference sequence, *Glycine max* Wm82.a2. v1, using the HISAT2 v2.1.0 program (https://ccb.jhu.edu/software/hisat2/index.shtml). The processed sequences consisting of paired-end reads were mapped to the reference sequence. The read count (expression level) was calculated using StringTie v1.3.4d software (https://ccb.jhu.edu/software/stringtie/index.shtml). Based on the read count of the StringTie calculated at the transcript level, a comparative analysis between the samples was performed using DESeq V1.36.0. In DESeq, read count was normalized through size factor and dispersion, DEG analysis was performed using a log_2_ fold change value, and false discovery rate (FDR) was calculated after normalization. Calculation of unigene expression was performed using the fragments per kilobase of transcript per million mapped reads (FPKM) method. FPKM values were calculated for each of the genes and only unigenes with FPKM >1.0 were used for the further analysis. Visualization analyses, i.e., heat maps, Venn diagrams, and Minus versus Add (MA) plots, of the DEGs were performed by an in-house R script.

### Gene Annotation and Functional Analysis

The genomic reference information of *Glycine max* was obtained from Soybase, which includes Gene Ontology (GO) annotations for each gene. The Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations were obtained from the KEGG database. The BLASTp (e-value 1e-3) analysis was performed using NCBI’s Refseq (http://www.ncbi.nlm.nih.gov) plant protein sequence, TAIR, and Uniprot as databases (DB). Gene Ontology analysis with biological process, cellular component, and molecular function was done using InterProscan and BLAST. The KEGG pathway was performed by BLAST2GO (https://www.blast2go.com/). A *p*-value of ≤.05 was used as a significance threshold for the GO and KEGG pathway enrichment analysis.

### Reverse-Transcription Quantitative PCR Analysis

RT-qPCR analysis was conducted using the SyBr Green PCR kit on a PIKOREAL 96 Real-Time PCR system to validate RNA-Seq data. Candidate reference RT-qPCR gene primers were designed using IDT (Integrated DNA technologies). The *GmAct6* (Actin-6) soybean gene was selected as the endogenous reference. All the primers were synthesized by Bionicsro.co.kr. One-step RT-qPCR analysis was performed on the extracted total RNA in three biological replicates and three technical replicates of the leaves, stems, and nodes. A total of 10 μl RNA was used for cDNA synthesis using the HyperScript™ Rt master mix (with oligo dT) protocol for RT-qPCR expression analysis. In this experiment, each reaction contained 2 µl of diluted cDNA, 1 µl of each primer, 5 µl of 2X SYBR Green mix, and 2 µl of RNase free water. All the RT-qPCRs were performed with the following conditions: denaturation at 95°C for 1 min, followed by 40 cycles of 95°C for 5 s, 57°C for 10 s, 72°C for 10 s, and final extension at 72°C for 5 min. To verify product specificity, melting curve analysis was performed after each amplification. The relative expression level of each unigene was calculated using the 2^−ΔΔCT^ approach (Livak and Schmittgen, 2001).

## Results

### Phenotype Selection During Generation of the Recombinant Inbred Lines

To understand phenotypic variation among two plant relatives at the transcriptome level, we crossed representative parent soybeans, cultivated type and a wild type, to generate recombinant inbred lines (RILs) (Figure 1A). We obtained independent RILs over seven generations by selfing. The F_2_–F_5_ generation plants, generated using single seed descent from F_1_, could be segregated by plant height, maturing time, and plant structure (weedy and cultivar types). We generated F_6_ plants with the weedy phenotype from KB000003-47 RIL (F_5_). We obtained F_7_ seeds from a weedy type of plant (KB000003_47) and a cultivar type plant (KB000003_47.4) in F_6_. In the F_7_ generation, the phenotype of plants did not differ between normal field and greenhouse conditions (Figures 1A,B). The weedy type (KB000003_47.5) typically showed a thin stem, leaf senescence, and reduced node number compared to the cultivar type (KB000003_47.4). In all the generations (F_6_-F_7_), there were clear differences in stem morphology between the weedy type and cultivar type (Figure 1C). These results indicate that the stem can be used to characterize developmental differences among weedy type and cultivar type plants.

**FIGURE 1:**
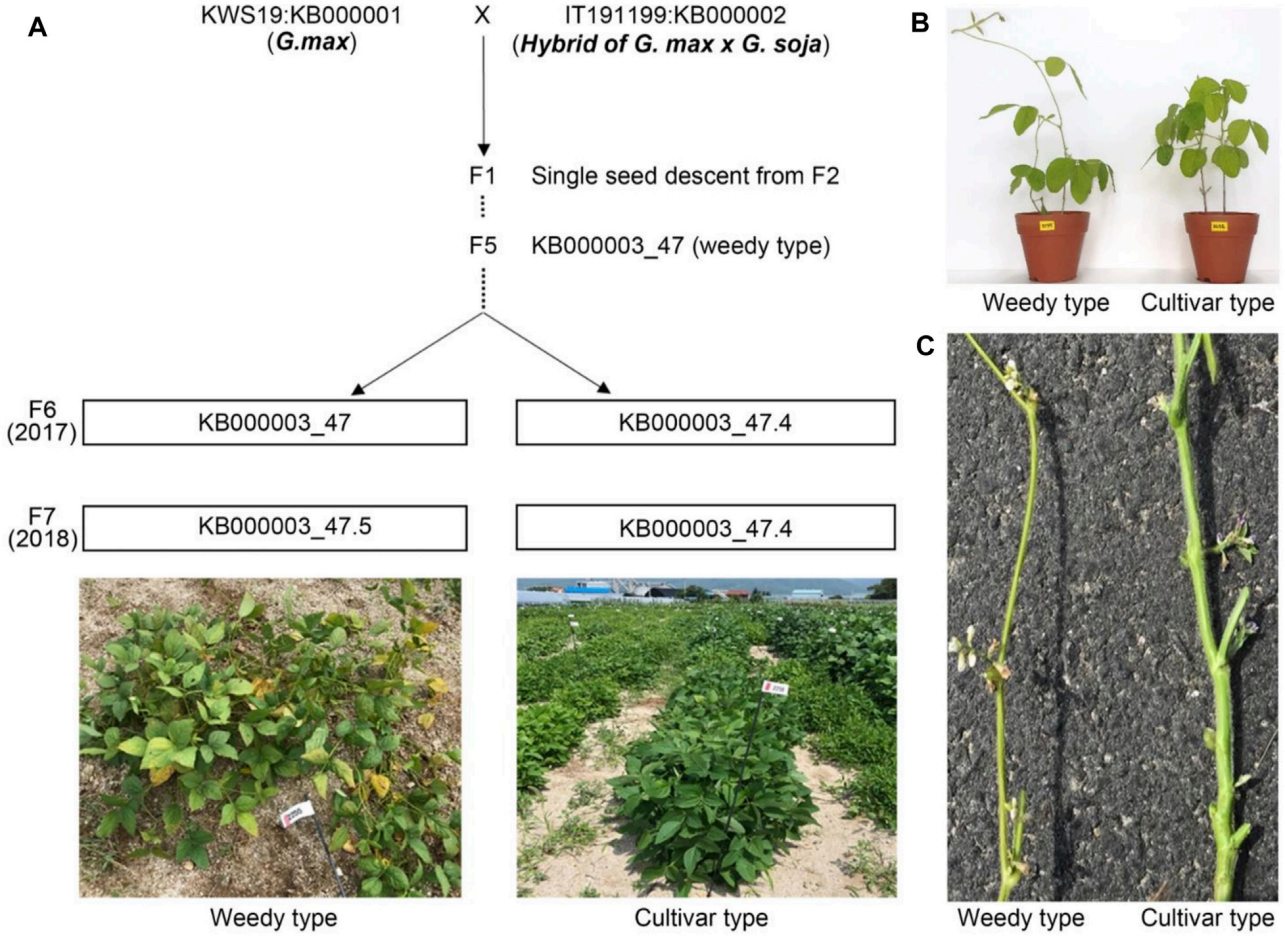
Population phenotypes and crossing scheme used to generate the recombinant inbred lines (RILs). **(A)** Standard parents *G. max* (KWS: KB000001) and a hybrid of *G. max* and *G soja* (KWS: KB000001) were used for crossing, and their phenotype distribution descended from F2 to F7. Individual lines from F6 displaying parental phenotype, i.e., weedy (KB000003_47.5) and cultivar type (KB000003_47.4), continues in F7. **(B)** Morphology of weedy and cultivar growth type plants (F7 generation). Eight-week-old plants were grown in a greenhouse. **(C)** The stems of weedy type plants and cultivar type plants have different morphology. The F7 generation weedy and cultivar type plants were grown in the field under normal conditions.

### Assembly of RNA Sequencing Data

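RNA from leaves, stems, and nodes of a weedy type line and a cultivar type line was sequenced, with 1 library for each tissue and growth type and 6 libraries in all. The paper gives the age of the plants as 12 weeks, and the labels of the samples give 45 days. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to Glycine max Wm82.a2.v1, counted them per transcript with StringTie, and compared the 2 libraries of each tissue with DESeq. Their tables list 73722 transcripts of 47279 genes for each of the 3 tissues. For stems and nodes, the value of a transcript in a library is its count divided by a size factor, plus 1. After that 1 was subtracted, 100% of the values in each of these libraries were whole multiples of a single step, and dividing by the step gave back the counts. The recovered counts summed to 53286969 in the stem and 58067111 in the node of the weedy type, and to 48486862 in the stem and 62410242 in the node of the cultivar type. The paper's mapped reads for these libraries are 29214016 and 31957634 in the weedy type and 26226106 and 35191134 in the cultivar type, and the values given here use the recovered counts. For leaves, the 2 columns of values per library were not used here, and only the fold changes and p-values of the authors' comparison were. In stems and nodes, the log2 ratio of the cultivar type to the weedy type was computed from the scaled counts (count divided by size factor) with a pseudocount of 1. FPKM was computed from the recovered counts and the length of the coding sequence, and transcripts with FPKM above 1 in at least 1 library of the tissue were kept. With 1 library per group, no difference between the growth types has a replicate check. The 95% interval given for a single transcript is the Clopper-Pearson interval of the share of the cultivar type in the counts of both libraries, as a log2 ratio, and covers counting error only. It takes each recovered count as an independent read. The recovered counts exceed the mapped reads, so the intervals are narrower than those of independent reads. Differences of single transcripts called larger than counting error rest on these intervals and share this limit. A library with 3 or fewer counts for a transcript is at the floor of the depth, and a fold against it is given as at least the fold over 3 counts. The 95% interval ends nearer to no difference, so such a fold is not a confidence bound. Reads that fit several transcripts of a gene, or several paralogs, could be split between them by the authors' counting, so the sum over all transcripts of a gene is given beside the transcript.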

To identify differences in development-related gene expression in RILs, we analyzed the transcriptomes of the leaves, stems, and nodes of weedy and cultivar growth type plants obtained in F_7_ using RNA sequencing (Figure 2; Table 1). There were 224,804,226 sequencing reads in the raw data and 213,047,794 reads in the clean data (94.77% of the total) (Table 1). The trimmed sequence reads were mapped to the reference genome (*Glycine max* Wm82. a2. v1), and the average percentage of mapped reads amongst all the samples was 84.69%. The average ratios of mapped reads in stems, nodes, and leaves of weedy and cultivar type plants were 85.5%, 89.17%, and 79.4%, respectively (Figure 2A). A total of 73,722 unigenes were generated for DEG analysis. 

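At least 1 count was found for 58194 of the transcripts in the stem and 60572 in the node of the weedy type, and for 56233 and 59522 in the stem and the node of the cultivar type. The filter on FPKM kept 48563 transcripts in stems and 49680 in nodes. In leaves, 58858 transcripts have a p-value in the authors' deposited table. The 100 transcripts with the most counts held between 10.3% and 12.2% of the counts of a library.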

The results indicate that the quality of sequencing was satisfactory for further analysis.

**FIGURE 2:**
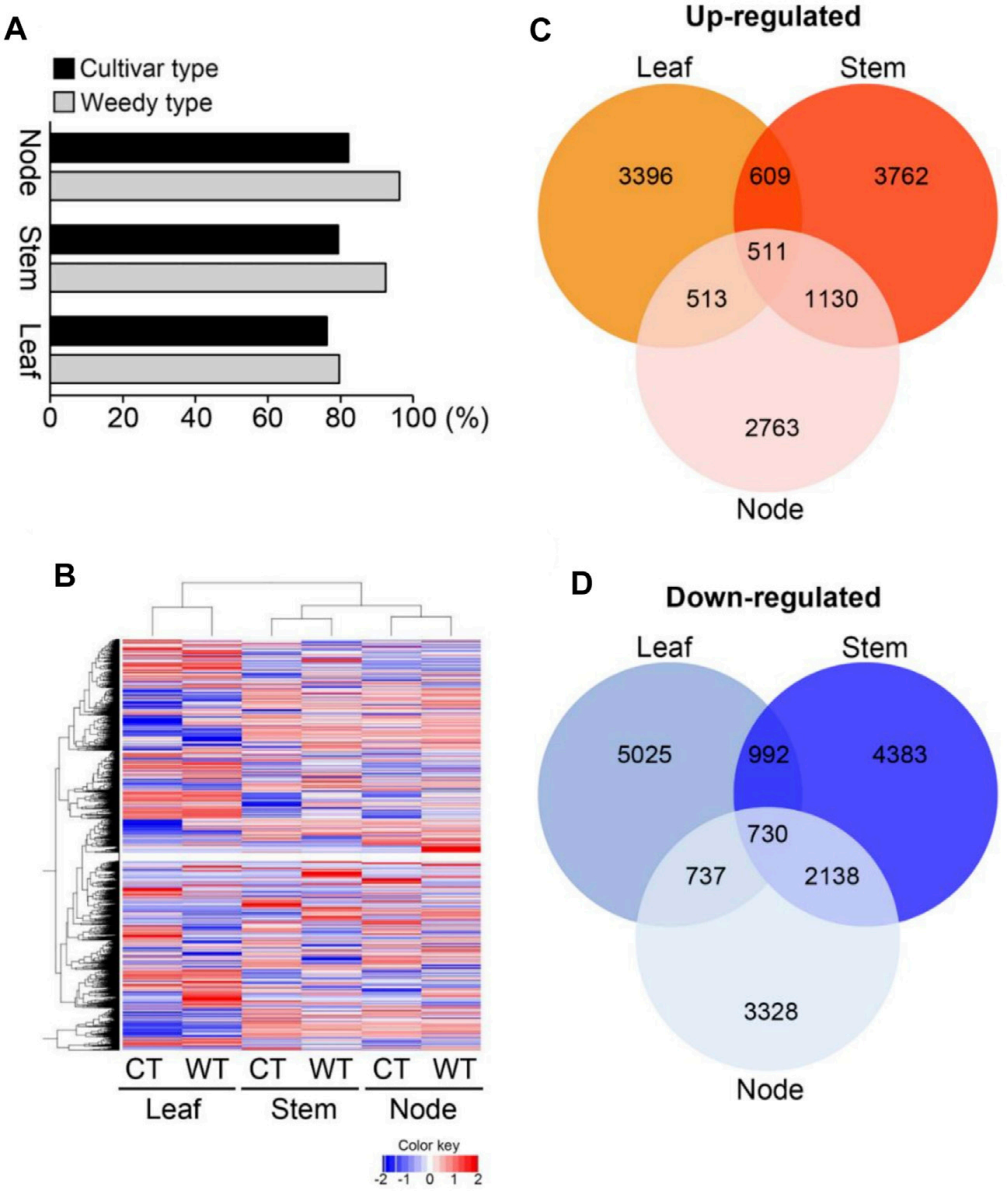
Transcriptome analysis of leaves, stems, and nodes of weedy type (WT) and cultivar type (CT) soybean. Total RNA was prepared from leaves, stems, and nodes of 12-week-old plants. **(A)** Mapping of sequence reads to the reference *Glycine max* Wm82.a2. v1. **(B**) Hierarchical cluster analysis of differentially expressed genes (DEGs). Color key indicates gene expression FPKM values from −2 to 2: blue = lowest and red = highest among the DEGs between leaves, stems, and nodes of WT and CT. **(C)** and **(D)** Comparisons of the number and overlapping relationship of the DEGs between leaves, stems, and nodes of WT and CT. Red circles indicate up-regulated genes **(C)** and blue circles represent down-regulated genes **(D)** in cultivar type with respect to weedy type (>log_2_ fold change).

**TABLE 1:** The summary of the sequencing data by a high-throughput DNA sequencing platform in the weedy type and cultivar type soybeans.

Sample name	Raw Data		Trimmed Data		
	Total reads	Total length (bp)	Total reads	Total length (bp)	Mapped reads
Leaf (Weedy)	38,985,736	5,886,846,136	37,622,202	5,555,589,385	29,947,496
Leaf (Cultivar)	37,163,952	5,611,756,752	34,725,720	5,110,124,789	26,480,436
Stem (Weedy)	33,235,950	5,018,628,450	31,570,310	4,636,873,435	29,214,016
Stem (Cultivar)	34,983,866	5,282,563,766	33,076,282	4,863,194,941	26,226,106
Node (Weedy)	34,844,032	5,261,448,832	33,229,264	4,891,544,135	31,957,634
Node (Cultivar)	45,590,690	6,884,194,190	42,824,016	6,279,165,817	35,191,134

### DEG Analysis Between Weedy and Cultivar Type Plants

To investigate the gene expression levels of each sample, the transcripts were assembled and normalized by fragments per kilobase of transcript per million mapped reads (FPKM), and DEGs in each weedy type vs. cultivar type pair (leaves, stems, and nodes) were selected with *p*-value < 0.05 and | log_2_ (fold change) | ≥ 1. A total of 38,618 DEGs were visualized using a heat map (Figure 2B). 

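Across the 53592 transcripts with FPKM above 1 in at least 1 of the 4 stem and node libraries, the Spearman correlation of log2(FPKM + 1) between the weedy type and the cultivar type was 0.806 in stems and 0.837 in nodes. Between stem and node of the same growth type it was 0.855 in the weedy type and 0.879 in the cultivar type. These correlations are across transcripts, which are not independent replicates. Counts summed per gene moved them most, to 0.878 between the growth types in stems and 0.912 in nodes. The distance between the leaf libraries was not analysed here.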

The heat map showed that the color of the plots for stems and leaves was more visually different compared to the nodes of weedy type and cultivar type plants. A total of 12,513, 14,255, and 11,850 DEGs in leaves, stems, and nodes, respectively, were screened. 

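In stems, 18281 transcripts were at least 2-fold apart between the growth types, and in nodes 15879 were. Without a filter on low values, the authors' deposited table for leaves holds 24929 transcripts with a |log2 fold change| of at least 1. Also without this filter, 28304 of 63299 transcripts in stems and 26092 of 65668 in nodes were at least 2-fold apart. Both numbers are larger than in leaves, where the total was only 58858 transcripts. The median |log2 fold change| in the authors' deposited tables was 0.85 in stems, 0.75 in leaves, and 0.71 in nodes, lowest in nodes. When the counts were summed per gene, 9237 of 35583 genes in stems and 6999 of 36331 genes in nodes were at least 2-fold apart. The alternative that moved these numbers most was to require a p-value under 0.05 in the authors' deposited table as well, which left 2082 transcripts in stems and 1587 in nodes.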

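At a p-value under 0.05 and a |log2 fold change| of at least 1, the authors' deposited tables hold 794 upregulated and 1238 downregulated transcripts in leaves, 863 and 1394 in stems, and 746 and 989 in nodes. With an adjusted p-value under 0.05 in place of the p-value, a choice made after seeing the data, the authors' deposited tables hold 29 transcripts in leaves, 81 in stems, and 50 in nodes. Among the transcripts at least 2-fold apart that passed the FPKM filter, 8183 were higher and 10098 lower in the cultivar type in stems, so that 44.8% were higher (95% Wilson interval 44.0% to 45.5%). In nodes, 6943 were higher and 8936 lower, or 43.7% higher (43.0% to 44.5%). Of TMM normalization, the ratio of FPKM + 1, a pseudocount of 10, and counts summed per gene, the last moved this share most, to 42.1% in stems and 36.6% in nodes. Among those of these transcripts with a p-value under 0.05 in the authors' deposited table, 38.8% were higher in stems and 43.9% in nodes. Of the stem transcripts that were 2-fold apart with a p-value under 0.05 in the authors' deposited table, 1515 had no counts in 1 of the 2 libraries (72.8%, Wilson interval 70.8% to 74.6%), and 1206 of those in nodes did (76.0%, 73.8% to 78.0%). Among all transcripts at least 2-fold apart that passed the FPKM filter, this share was 24.4% in stems and 23.1% in nodes.

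**Figure D1:**
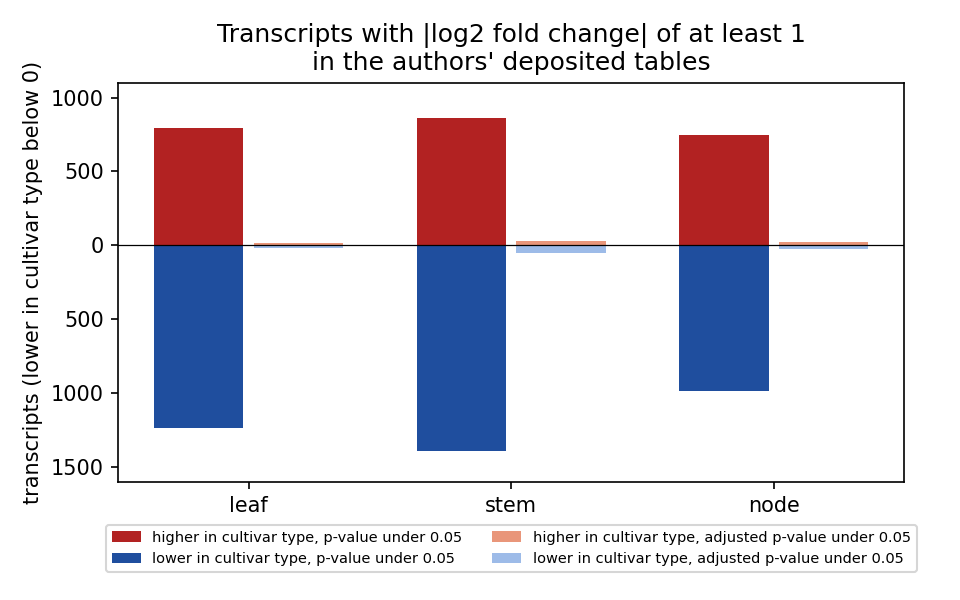
Number of transcripts with a |log2 fold change| of at least 1 in the authors' deposited tables for leaf, stem, and node, as bars for upregulated and downregulated transcripts at a p-value under 0.05 and at an adjusted p-value under 0.05. In stems, 863 upregulated and 1394 downregulated transcripts have a p-value under 0.05, and 81 in both directions together have an adjusted p-value under 0.05.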

Specifically, 5,029, 6,012, and 4,917 upregulated genes and 7,484, 8,243, and 6,933 downregulated genes were identified in leaves, stems, and nodes, respectively (Table 2). Furthermore, the Venn diagram of DEGs showed that 609, 513, and 1,130 upregulated genes (Figure 2C) and 992, 737, and 2,138 downregulated genes (Figure 2D) overlap in leaves and stems, leaves and nodes, and stems and nodes, respectively. 

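At the thresholds given in the paper's results, the authors' deposited tables share 74 upregulated transcripts between leaves and stems only. They share 67 between leaves and nodes only, and 124 between stems and nodes only. For downregulated transcripts, the numbers in the authors' deposited tables are 125, 86, and 254. Across the 53122 transcripts with a p-value in all 3 of the authors' deposited tables, the Spearman correlation of the log2 fold changes in these tables was 0.122 between leaves and stems, 0.123 between leaves and nodes, and 0.344 between stems and nodes. Of the 44651 transcripts that passed the FPKM filter in both stems and nodes, 6347 were at least 2-fold apart in the same direction in both tissues, and 1624 were 2-fold apart in opposite directions.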

Also, 511 upregulated genes and 730 downregulated genes overlapped in all samples (leaves, stems, and nodes) (Figures 2C,D). 

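Among 42055 transcripts that could be compared in leaves, stems, and nodes, 819 were at least 2-fold higher in the cultivar type in all 3 tissues and 1257 were at least 2-fold lower, with the leaf fold changes taken from the authors' deposited table. If the tissues varied independently, 80.3 and 207 transcripts would be shared. At the thresholds given in the paper's results, the authors' deposited tables hold 68 transcripts upregulated and 96 downregulated in all 3 tissues. The alternative that moved the shared numbers most was a p-value under 0.05 in the authors' deposited tables as well as the FPKM filter, which left 65 and 86 transcripts. Among the shared transcripts with the largest ratios, Glyma.05G076800.1 on chromosome 5, annotated as protein OSB2, chloroplastic, had no counts in the cultivar type and scaled counts of 2340.3 in the stem and 2406 in the node of the weedy type, at least 819-fold and 1205-fold lower in the cultivar type when set against the floor of 3 counts, as are all such folds. Its log2 fold change in leaves is -12.55 in the authors' deposited table. The reverse was found for Glyma.03G046800.1 on chromosome 3, annotated as probable protein phosphatase 2C 74, with no counts in the weedy type and scaled counts of 1277 in the stem and 1531 in the node of the cultivar type, at least 491-fold and 664-fold higher. Each of these genes has 1 transcript in the files. Glyma.06G098300.4, annotated as protein SABRE-like isoform X2, is 1 of 6 transcripts of its gene. It had no counts in the weedy type and a scaled count of 2303 in the stem of the cultivar type, whereas the sum over the 6 transcripts had a log2 ratio of -0.57 in stems and -0.55 in nodes. Glyma.06G267300.2, annotated as resistance protein KR3, was at least 545-fold higher in stems and 578-fold higher in nodes, and the sum over both transcripts of its gene had a log2 ratio of 10.55 and 10.45. Lower in the cultivar type were Glyma.16G050000.3, annotated as phosphate transporter, at least 808-fold and 1399.5-fold, and Glyma.14G014800.4, annotated as proteasome subunit beta type-7-B, at least 1141-fold and 826-fold. The sum over the 3 transcripts of the former gene had a log2 ratio of 0.17 in stems and -0.28 in nodes, and that over the 5 transcripts of the latter 0.092 and 0.0018.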

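At a |log2 ratio| of at least 2, 9899 transcripts in stems and 8181 in nodes were apart, and the authors' deposited table for leaves holds 15643 without a filter on low values. Counting error alone would place 120.2 transcripts in stems and 75.5 in nodes at least 2-fold apart at the recovered depth. With the counts thinned to the total of the smallest library, 18299 transcripts in stems and 15994 in nodes were at least 2-fold apart. From the number of DEGs in each tissue, the paper proposes that the stem has the larger part in the phenotypic variation.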

We constructed a Minus-versus-Add (MA) plot and a Volcano plot of the DEGs, which showed that the stem of the weedy and cultivar types had the greatest number of DEGs (Supplementary Figure S2), suggesting that the stem has more contribution for phenotype variation in plants. The analyses indicate that gene expression changes are involved in the characteristic developmental differences of weedy type and cultivar type plants.

**TABLE 2:** Status of differentially expressed genes between weedy and cultivar types (*p*-value < .05).

Samples	*p* val<.05, LFC>=2		
	Up regulated	Downregulated	Total
Leaf (Weedy vs. Cultivar)	5029	7484	12513
Stem (Weedy vs. Cultivar)	6012	8243	14255
Node (Weedy vs. Cultivar)	4917	6933	11850

Pathway Enrichment Analysis of DEGs for GO Annotation and KEGG. To determine the associations of DEGs in the development of leaves, stems, and nodes in weedy and cultivar type soybeans, we performed GO annotation and KEGG pathway enrichment analysis using DEGs. A total of 73,722 DEGs were annotated in three major categories: biological processes, cellular components, and molecular function (Figure 3A). The total of 21,618, 8,107, and 33,821 were assigned to biological process, cellular component, and molecular function, respectively. 

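No term of any of the categories was listed for 35200 transcripts. Among the transcripts that passed the FPKM filter in stems, 14340 carried a biological process term, 5653 a cellular component term, and 22451 a molecular function term. In nodes, the numbers were 14704, 5762, and 22901.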

The molecular function category showed a greater number of DEGs compared to the other categories. A total of 12,513 DEGs in leaves, 14,255 DEGs in stems, and 11,850 DEGs in nodes were classified into GO terms. 

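Of the transcripts at least 2-fold apart in stems, 5595 carried a biological process term (30.6%, 95% Wilson interval 29.9% to 31.3%, against 29.5% of the transcripts that passed the FPKM filter). A cellular component term was carried by 1943 (10.6%, 10.2% to 11.1%, against 11.6%), and a molecular function term by 8357 (45.7%, 45.0% to 46.4%, against 46.2%). In nodes, the numbers were 4781 (30.1%), 1747 (11.0%), and 7149 (45.0%). At a p-value under 0.05 and a |log2 fold change| of at least 1, the authors' deposited tables hold 691, 748, and 589 transcripts with a biological process term in leaves, stems, and nodes. For cellular component the authors' deposited tables hold 241, 276, and 204, and for molecular function 1107, 1212, and 930.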

Of the total, 1,574 DEGs in leaves, 4,762 DEGs in stems, and 3,866 DEGs in nodes were classified as being involved in biological processes; 554 DEGs in leaves, 1,619 DEGs in stems, and 1,407 DEGs in nodes were classified as being involved in cellular components; and 2,401 DEGs in leaves, 7,119 DEGs in stems, and 5,865 DEGs in nodes were classified as being involved in molecular function. Among them, the number of DEGs in stems was significantly enriched in GO terms. 

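Among the transcripts at least 2-fold apart in stems that carried a biological process term, protein phosphorylation had 912 (16.3%, 95% Wilson interval 15.4% to 17.3%, against 15.8% of those that passed the FPKM filter). Oxidation-reduction process had 751 (13.4%, 12.6% to 14.3%, against 11.2%), of which 297 were higher and 454 lower in the cultivar type. Regulation of transcription had 720 (12.9%, 12.0% to 13.8%, against 11.6%), carbohydrate metabolic process 220 (3.93%, 3.45% to 4.47%, against 3.41%), and transmembrane transport 390 (6.97%, 6.33% to 7.67%, against 5.89%). In cellular component, nucleus had 322 (16.6%, 15.0% to 18.3%, against 16.5%), membrane 448 (23.1%, 21.2% to 25.0%, against 19.2%), and integral component of membrane 509 (26.2%, 24.3% to 28.2%, against 22.1%). In molecular function, catalytic activity had 254 (3.04%, 2.69% to 3.43%, against 3.01%), DNA binding 418 (5.00%, 4.55% to 5.49%, against 5.26%), protein binding 1337 (16.0%, 15.2% to 16.8%, against 17.6%), and nucleic acid binding 403 (4.82%, 4.38% to 5.30%, against 5.88%). The share among the transcripts that passed the filter lay below the interval for oxidation-reduction process, regulation of transcription, carbohydrate metabolic process, transmembrane transport, membrane, and integral component of membrane. It lay above the interval for protein binding and nucleic acid binding, and within it for protein phosphorylation, nucleus, catalytic activity, and DNA binding. Transcripts of a gene share their terms, so these intervals are narrower than those of independent genes.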

The enriched DEGs in stems are associated with protein phosphorylation, oxidation-reduction, transcription factor regulation, carbohydrate metabolism, and transmembrane transport in biological process; with nucleus, membrane, and integral components of membranes in cellular component; and with catalytic activity, DNA binding, protein binding, and protein and nucleic acid binding in molecular function. These GO terms might be related to the phenotype of weedy type and cultivar type plants.

**FIGURE 3:**
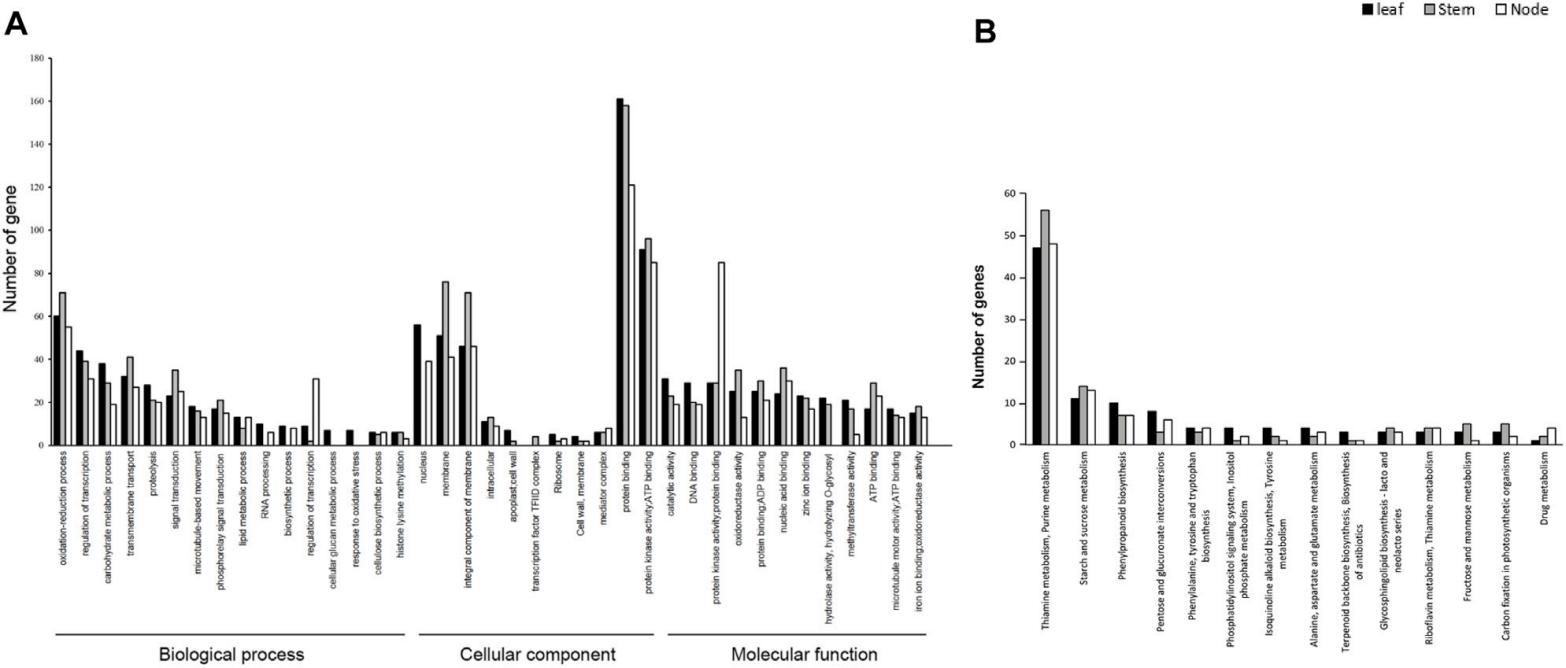
Gene Ontology (GO) functional classification and Kyoto Encyclopedia of Genes and Genomes (KEGG) classifications of DEGs of leaves, stems, and nodes. **(A)** GO analysis of differentially expressed genes (DEGs). GO describes number of most enriched DEGs with three independent categories: biological process, cellular component, and molecular function. The x-axis represents the GO terms and the y-axis the number of unigenes. **(B)** KEGG pathway of DEG terms grouped into 15 categories. The x-axis represents KEGG terms and the y-axis number of unigenes.

To better understand the molecular difference between weedy and cultivar types, the upregulated and downregulated DEGs were grouped by KEGG. The pathways of the DEGs were analyzed using the KEGG database (http://www.genome.jp/kegg/pathway.html) (Figure 3B). A total of 814 unigenes were annotated to various pathways, of which 159, 172, and 149 DEGs of leaves, stems, and nodes, respectively, were assigned to a KEGG pathway. The KEGG classification showed that the DEGs were mainly involved in thiamine metabolism in leaves, stems, and nodes. 

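In stems, 61 of the 206 transcripts with a KEGG pathway and at least 2-fold apart were assigned to thiamine and purine metabolism (29.6%, 95% Wilson interval 23.8% to 36.2%). The share among the 542 transcripts with a pathway that passed the FPKM filter was 35.4%. In nodes, the pathway had 53 of 163 transcripts (32.5%, 25.8% to 40.0%, against 36.2% of 552). Of all 814 transcripts with a pathway, 293 carry this one. The stem share moved most when a p-value under 0.05 in the authors' deposited table was required as well, to 48.0% of 25 transcripts.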

For DEGs in the leaf, 47 were assigned to thiamine and purine metabolism, 11 to starch and sucrose metabolism, and 10 to phenylpropanoid biosynthesis. In DEGs in the stem, 56 were assigned to thiamine and purine metabolism, 14 to starch and sucrose metabolism, and 7 to phenylpropanoid biosynthesis. For DEGs in the node, 48 were assigned to thiamine and purine metabolism, 13 to starch and sucrose metabolism, and 7 to phenylpropanoid biosynthesis. 

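Starch and sucrose metabolism had 16 transcripts at least 2-fold apart in stems, 8 higher and 8 lower in the cultivar type, which is 7.77% of those with a pathway (95% Wilson interval 4.84% to 12.2%) against 5.90% of the transcripts with a pathway that passed the FPKM filter. In nodes, 13 transcripts were 2-fold apart (7.98%, 4.72% to 13.2%, against 5.43%). Porphyrin and chlorophyll metabolism had 7 transcripts in stems (3.40%, 1.66% to 6.85%, against 3.32%) and 6 in nodes (3.68%, 1.70% to 7.80%, against 2.90%). Phenylpropanoid biosynthesis had 9 in stems (4.37%, 2.32% to 8.09%, against 3.69%) and 3 in nodes (1.84%, 0.628% to 5.27%, against 3.44%). Each share of the transcripts that passed the filter lay within the interval. The shares in stems and nodes were not tested against each other. At a p-value under 0.05 and a |log2 fold change| of at least 1, the authors' deposited tables hold 35, 29, and 28 transcripts with a pathway in leaves, stems, and nodes.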

Unlike in the leaves and nodes, 14 DEGs of the stems were highly enriched in starch and sucrose metabolism and porphyrin and chlorophyll metabolism. These pathways were related to differences in weedy type and cultivar type plant height, indicating that several genes regulate the growth of soybean, through controlling biological processes.

### Identification of Genes Related to Traits Between Weedy and Cultivar Type Soybeans

The above results suggest that several genes play important roles in the antagonistic regulation of plant development to produce weedy type and cultivar type plants. The development of leaves, stems, and nodes is regulated by the plant hormones gibberellin, auxin, and cytokinin. We analyzed and compared the DEGs that respond to gibberellin (GA), auxin, and cytokinin in the leaves, stems, and nodes (Table 3). 

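Table 3 lists 21 transcripts. In the authors' deposited tables, 8 of them have a p-value under 0.05 in leaves, 4 in stems, and 4 in nodes, and the smallest adjusted p-value among them is 0.135 in leaves, 0.0800 in stems, and 0.0778 in nodes. The genes of 11 of these transcripts have several transcripts in the files. Summed over all transcripts of the gene, 6 of the 11 were less than 2-fold apart in stems and 7 were in nodes. Actin-6 (Glyma.18G290800.1 on chromosome 18), the endogenous reference of the RT-qPCR, had scaled counts of 5107 and 5723 in the stems of the weedy and the cultivar type and 4714 and 5167 in the nodes, a log2 ratio of 0.16 (95% interval 0.11 to 0.22) and 0.13 (0.084 to 0.18).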

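Of the 5 transcripts listed under gibberellin in Table 3, all had a |log2 ratio| of at least 1 in stems, 3 higher and 2 lower in the cultivar type, and likewise 3 higher and 2 lower in nodes. Of those higher in stems, GA2Ox8.2 had no counts in the weedy type and 5 in the cultivar type, which is at least 1.83-fold higher, so that a 2-fold difference was not detectable at this depth. Its log2 ratio in stems was 0.56 with a pseudocount of 10 and 0.14 with the ratio of FPKM + 1. The authors' deposited table for leaves gives a |log2 fold change| of at least 1 for all 5, with 3 higher and 2 lower. Summed per gene, 2 were higher and 2 lower by a |log2 ratio| of at least 1 in stems, and 1 was less than 2-fold apart, with the same numbers in nodes, and GA2Ox8.2, the 1 transcript of its gene, is among those higher.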

The GA-related genes were upregulated in the leaves, stems, and nodes of the cultivar type plant compared to the weedy type of plant. 

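SPY (Glyma.02G201300.4 on chromosome 2), annotated as a SPINDLY-like N-acetylglucosaminyltransferase, had no counts in the weedy type and 956 counts in the stem and 1924 in the node of the cultivar type. This is at least 349.8-fold higher in stems and at least 556-fold higher in nodes. The authors' deposited table for leaves gives a log2 fold change of 7.32 with a p-value of 0.00383 and an adjusted p-value of 0.436. The gene has 4 transcripts, and their scaled counts summed to 2871 in the weedy type and 2922 in the cultivar type in stems, a log2 ratio of 0.026, and to 2995 and 2594 in nodes, a log2 ratio of -0.21. The direction in nodes therefore reversed when the counts were summed per gene. Of 14 transcripts of 6 genes annotated as SPINDLY, 13 passed the FPKM filter in stems and 13 in nodes. In each tissue, 8 were higher and 5 lower in the cultivar type. At least 2-fold apart were 4 higher and 4 lower in stems, and 1 higher and 3 lower in nodes. The median log2 ratios were 0.13 and 0.18, at percentiles 73.3 and 80.6 of random lists of the same size matched on mean expression. These lists did not keep the transcripts of a gene together. Percentiles of families with several transcripts per gene can therefore be too extreme. GA2Ox8 (Glyma.17G178300.2 on chromosome 17) had no counts in the weedy type, 150 counts in the stem of the cultivar type, at least 54.9-fold higher, and 278 in the node, at least 80.3-fold higher. The sum over both transcripts of its gene kept the direction, with a log2 ratio of 7.19 in stems and 5.26 in nodes.

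**Figure D2:**
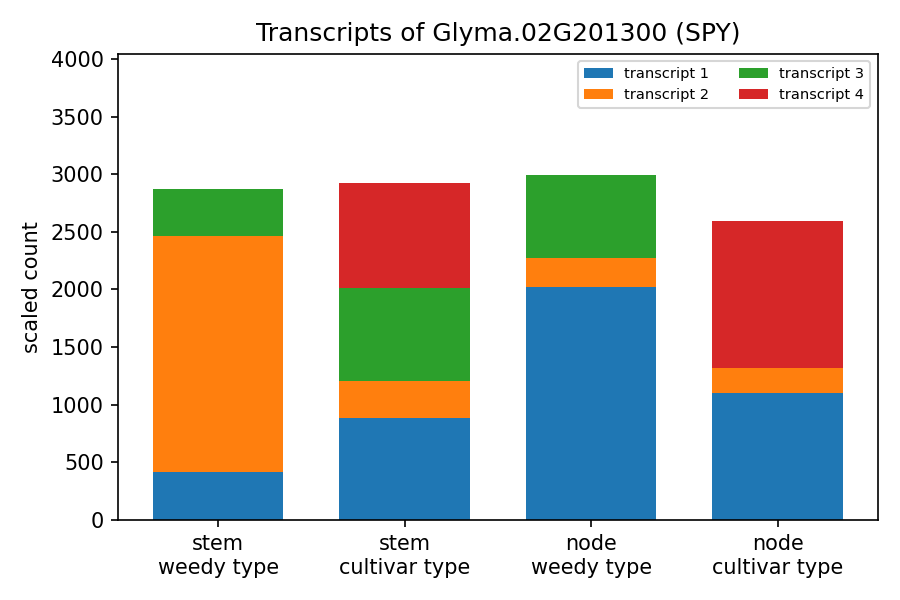
Scaled counts (counts divided by the size factor of the library) of the 4 transcripts of Glyma.02G201300 in the stem and node libraries of the weedy and cultivar types, stacked so that the height of a bar is the sum for the gene. Transcript 4 appears only in the cultivar type, and the bars are 2871 and 2922 high in stems and 2995 and 2594 in nodes.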

*SPINDLY* (*SPY*) and Gibberellin 2-oxidase (*GA2Ox8*) genes were upregulated in the cultivar type plant. 

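The transcript listed as HAZ1 in Table 3, Glyma.17G210100.1 on chromosome 17, is annotated in the files as a hypothetical protein. Its counts were 254 in the weedy type and 21 in the cultivar type in stems, a log2 ratio of -3.40 (95% interval -4.18 to -2.82), and 442 and 41 in nodes, a log2 ratio of -3.59 (-4.14 to -3.17). For KO, Table 3 lists Glyma.14G219100.1, annotated as GASA1-like protein precursor, which had log2 ratios of -1.34 (-1.60 to -1.08) in stems and -1.44 (-1.48 to -1.41) in nodes. In leaves, the authors' deposited table gives -4.71 for the first and -7.84 for the second. Another pair of transcripts was added after their values were seen. Glyma.10G260400.1, annotated as homeobox protein HAT3.1, had log2 ratios of -3.17 (-3.85 to -2.65) in stems and -5.57 (-7.17 to -4.79) in nodes, whereas the sum over both transcripts of its gene had -0.14 and -0.011. Glyma.15G002200.1, annotated as ent-kaurene oxidase, chloroplastic-like and the 1 transcript of its gene, had -1.79 (-2.23 to -1.41) and -2.15 (-2.41 to -1.91).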

Homeobox protein (*HAZ1*) and Kaurene Oxidase (*KO*) genes were down regulated in the leaves, stems, and nodes of the cultivar type compared to the weedy type. These genes are related to the gibberellin signaling pathway that regulates the level of GA. The overexpression of *SPY* and *GA2Ox8* in *A. thaliana* showed reduced plant height and thick stems when compared to control (Thornton et al., 1999). These results indicate that upregulation of *GA2ox* in plants leads to short and thick stem. Most of the auxin-related genes are downregulated in cultivar type soybean. 

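Of the 10 transcripts listed under auxin in Table 3, 5 were at least 2-fold higher and 5 at least 2-fold lower in the cultivar type in stems, and 4 were higher and 6 lower in nodes. Summed per gene, 3 were 2-fold higher, 3 were 2-fold lower, and 4 were less than 2-fold apart in stems, and 2, 4, and 4 in nodes. LAX1 is listed there as Glyma.17G065000.1, annotated as syringolide-induced protein 19-1-5 precursor. It had a log2 ratio of 1.20 (95% interval 1.11 to 1.28) in stems and -1.20 (-1.28 to -1.11) in nodes. The sum over both transcripts of its gene kept these directions, with 1.17 in stems and -1.19 in nodes. Chosen after its values were seen, Glyma.02G255800.1, annotated as auxin transporter-like protein 1, had -4.04 (-4.68 to -3.55) and -2.38 (-2.73 to -2.07), so that its direction was opposite to that of the listed transcript in stems. Among 243 transcripts annotated as Aux/IAA or auxin-induced proteins, 121 passed the FPKM filter in stems, with 54 higher and 67 lower in the cultivar type and a median log2 ratio of -0.25. In nodes, 65 were higher and 139 lower, with a median of -0.49. These medians lay at percentiles 2.62 and 0 of 10000 random lists of the same size matched on mean expression. The median in stems moved most with counts summed per gene, to -0.097.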

Auxin response factor 5 (*ARF5*) and FERONIA (*FER*) showed remarkable upregulation, whereas *POPCORN* (*PCN*), PIN like proteins (*PINS*), Auxin response element (*AUX22E*), Indole Acetic acid (*IAA30*), and Auxin response factor (*ARF8*) were downregulated in leaves, stems, and nodes of the cultivar type compared to the weedy type. These genes are known as auxin signaling genes. 

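ARF5 (Glyma.01G002100.2 on chromosome 1), annotated in the files as auxin response factor 19-like isoform X1, had 2 counts in the weedy type and 96 in the cultivar type in stems, a log2 ratio of 5.08 (95% interval 3.83 to 8.79), and 18 and 564 counts in nodes, a log2 ratio of 4.67 (4.09 to 5.53). Set against 3 counts in place of 2, the former is 35.1-fold higher. Summed over both transcripts of the gene, the log2 ratio was 0.72 in stems and 0.28 in nodes. FER (Glyma.19G033100.1 on chromosome 19), annotated as a FERONIA-like receptor-like protein kinase precursor, had no counts in the weedy type and 42 in the stem and 74 in the node of the cultivar type, at least 15.4-fold and 21.4-fold higher, with FPKM of 0.243 and 0.333. PCN is listed in Table 3 as Glyma.16G017600.2, annotated as protein CURVATURE THYLAKOID 1B, chloroplastic-like. It fell from 134 counts in the weedy type to none in the cultivar type in stems, at least 40.7-fold lower. In nodes it had a log2 ratio of -4.19 (-5.80 to -3.37). The sum over the 3 transcripts of its gene kept the direction, with -2.84 in stems and -2.65 in nodes. AUX22E is listed as Glyma.14G156300.1, annotated as a calcium-binding EF-hand family protein, with -1.73 (-1.85 to -1.61) and -1.50 (-1.64 to -1.37). IAA30 is listed as Glyma.17G082700.1, annotated as serine protease SPPA, chloroplastic-like, with 1.44 (1.28 to 1.61) in stems and -1.66 (-1.81 to -1.51) in nodes, while the sum over both transcripts of its gene had -0.17 and -0.18. Further transcripts were added after their values were seen. Glyma.U030200.1, annotated as U3 small nucleolar RNA-associated protein 4-like isoform X1, had -3.91 (-4.76 to -3.31) in stems and fell from 668 counts to none in nodes, at least 257-fold lower, while the sum over both transcripts of its gene had 0.18 and 0.15. Glyma.19G161000.1, annotated as auxin-induced protein 22E-like, had -1.72 (-2.03 to -1.43) and -1.32 (-1.41 to -1.24), and Glyma.02G142400.1, annotated as an uncharacterized protein, had -1.63 (-1.94 to -1.34) and -1.39 (-1.47 to -1.30).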

Reduction in *FER* expression in *A. thaliana* results in reduced cell elongation in various tissues (Guo et al., 2009). These genes play a prominent role in producing a thick stem in the cultivar type and a thin stem in the weedy type in soybean. Cytokinin dehydrogenase-1 (*CKX1*), Arabidopsis Histidine kinase (*AHK3*), Arabidopsis histidine phosphotransfer (*AHP1* and *AHP5*), Arabidopsis response regulator (*ARR2*), and *KORRIGAN* (*KOR*) are up regulated in the cultivar type compared to the weedy type. 

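AHK3 (Glyma.08G105000.5 on chromosome 8) is 1 of 8 transcripts of its gene. It had 4 counts in the weedy type and 513 in the cultivar type in stems, a log2 ratio of 6.77 (95% interval 5.77 to 9.02), and 35 and 470 in nodes, a log2 ratio of 3.49 (3.04 to 4.08). The sum over the 8 transcripts had a log2 ratio of -0.67 in stems, opposite in direction, and 0.054 in nodes. CKX1 (Glyma.03G133300.1 on chromosome 3), the 1 transcript of its gene, had no counts in the weedy type and 118 in the cultivar type in stems, at least 43.2-fold higher, and 61 and 421 in nodes, a log2 ratio of 2.55 (2.19 to 2.99). AHP1 (Glyma.10G157800.1), annotated as an uncharacterized protein and likewise the 1 transcript of its gene, had 3.47 (3.19 to 3.79) and 2.29 (2.08 to 2.51). AHP5 (Glyma.02G150800.2) had 3.42 (2.95 to 4.03) and 2.32 (1.94 to 2.79), and the sum over both transcripts of its gene had 1.08 and 0.42. ARR2 (Glyma.07G079000.1) had 2.73 (2.38 to 3.13) and 4.64 (4.10 to 5.40), with 2.71 and 4.72 for the gene. KOR (Glyma.06G123900.1), annotated as endoglucanase 25-like, had 2.05 (1.37 to 2.92) and 3.33 (2.71 to 4.23), from 19 and 75 counts in stems.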

Overexpression of cytokinin response gene (*CKX*) in *A. thaliana* results in shorter internodes with reduced growth (Werner et al., 2001), and changes in the expression of cytokinin response genes result in variation of meristem size (Schmülling et al., 2003). The expression of the regulator and receptor genes in the stem of weedy and cultivar type, response to the major phytohormones is shown in Supplementary Table S1. 

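The files annotate 2 transcripts, each of its own gene, as ent-kaurenoic acid oxidase 2. Glyma.09G029400.1 on chromosome 9 had 368 counts in the weedy type and 589 in the cultivar type in stems, a log2 ratio of 0.81 (95% interval 0.62 to 1.00). Glyma.15G135200.1 on chromosome 15 had 1694 and 973 counts, a log2 ratio of -0.66 (-0.78 to -0.55). The members of this pair thus moved in opposite directions in stems, each by more than counting error and by less than 2-fold. Their median log2 ratio was 0.073, and 0.099 with TMM normalization. This median weighs both alike, although Glyma.15G135200.1, the one lower in the cultivar type, had more counts in both stem libraries.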

The catalyzing enzyme of Gibberellin, cytochrome P450, called *ent*-kaurenoic acid oxidase (KAO) were up regulated in the stem of weedy type. Similarly, the DELLA proteins response to GA signaling were up regulated in the stem of cultivar types. 

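The files annotate 16 transcripts of 16 genes as DELLA proteins, of which 11 passed the FPKM filter in stems. There, 8 were higher and 3 lower in the cultivar type, 2 of them at least 2-fold higher and 1 at least 2-fold lower. The median log2 ratio was 0.30, at percentile 85.9 of the random lists matched on mean expression, and 0.33 with TMM normalization. In nodes, 9 passed, 2 higher and 7 lower, with 0 at least 2-fold higher and 1 at least 2-fold lower. The median there was -0.25, at percentile 19.7, and -0.19 with TMM normalization. None of the 11 in stems was 2-fold apart with a p-value under 0.05 in the authors' deposited table.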

DELLA proteins are the negative regulator of gibberellin signaling (Yoshida et al., 2014). 

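Of 102 transcripts of 58 genes annotated as auxin response factors, 87 passed the FPKM filter in stems, where 64 were higher and 23 lower in the cultivar type. At least 2-fold apart were 16 higher and 4 lower, and of these 1 higher and 1 lower have a p-value under 0.05 in the authors' deposited table. The median log2 ratio was 0.41, at percentile 100 of the random lists matched on mean expression. It moved most with counts summed per gene, to 0.30, and was 0.43 with TMM normalization. Among 70 transcripts of 44 genes annotated as cytokinin response regulators, 33 passed the filter in stems, 26 higher and 7 lower, with a median of 1.02, also at percentile 100. Both families have several transcripts per gene, which the random lists did not keep together, so these percentiles can be too extreme. The median of the cytokinin response regulators moved most without a filter on low values, to 0.52, and stood at 0.81 with counts summed per gene and 1.04 with TMM normalization. For 83 transcripts annotated as pseudo-response regulators, a group set apart after the annotation was read, 33 of 53 were higher and 20 lower in stems, with a median of 0.58, and 0.29 with counts summed per gene.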

Most of the auxin and cytokinin response regulatory genes are up regulated in the stem of cultivar types (Supplementary Table S1). These findings show that the phytohormone response genes play an important role in the stem of the shoot compared to the leaf and node.

**TABLE 3:** Significantly differentially expressed gene response to phytohormones in cultivar types with respect to weedy types.

Phytohormone	Gene name	Ascession No	Fold change		
			Leaf	Stem	Node
Gibberellin	Spindly (*SPY*)	Glyma.02G201300.4	7.32	9.83	10.32
	Gibberellin 2-oxidase (*GA2Ox8*)	Glyma.17G178300.2	6.83	7.17	7.54
	*GA2Ox8.2*	Glyma.13G287600.1	11.43	2.53	4.21
	Homeobox protein (*HAZ1*)	Glyma.17G210100.1	−4.03	−3.22	−5.85
	Kaurene oxidase (*KO*)	Glyma.14G219100.1	−3.54	−1.81	−2.16
Auxin	Auxin regulator factor (*ARF5*)	Glyma.01G002100.2	4.16	5.72	4.76
	FERONIA (*FER*)	Glyma.19G033100.1	8.23	8.36	5.65
	PIN-LIKES (*PILS3*)	Glyma.16G069400.2	−4.34	−9.84	−11.11
	Peroxisomal ABC transporters (*ABCD1*)	Glyma.09G043000.1	−11.06	−7.45	−1.66
	LIKE AUXIN protein (*LAX1*)	Glyma.17G065000.1	−5.04	−4.09	−2.40
	POPCORN (*PCN*)	Glyma.16G017600.2	1.69	−3.99	−9.01
	FERONIA (*FER*)	Glyma.11G141500.2	−1.84	−3.23	−1.75
	Auxin response element (*AUX22E*)	Glyma.14G156300.1	1.80	−1.73	−1.32
	Indole acetic acid (*IAA30*)	Glyma.17G082700.1	1.58	−1.64	−1.39
	Auxin response factor (*ARF8*)	Glyma.20G139100.1	−3.40	−1.61	−5.37
Cytokinin	Arabidopsis histidine kinase (*AHK3*)	Glyma.08G105000.5	7.14	7.14	3.54
	Cytokinin dehydrogenase (*CKX1*)	Glyma.03G133300.1	2.85	6.82	2.58
	Arabidopsis histidine phosphotransfer (*AHP1*)	Glyma.10G157800.1	6.55	3.49	2.29
	*AHP5*	Glyma.02G150800.2	2.23	3.47	2.35
	Arabidopsis response regulator (*ARR2*)	Glyma.07G079000.1	5.20	2.75	4.71
	KORRIGAN (*KOR*)	Glyma.06G123900.1	2.30	2.12	3.43

### Validation by Reverse-Transcription Quantitative PCR

To test the reliability of FPKM expression patterns (RNA-Seq) of the selected DEGs, we checked the expression level by RT-qPCR. A total of 22 DEGs that respond to plant phytohormones were selected from the weedy and cultivar types. The genes were classified under the three major plant hormones: gibberellin, auxin, and cytokinin (Figure 4; Table 3). Most of the gibberellin response genes were found to be up regulated in the cultivar type with respect to the weedy type. The expression of GA response genes, *SPY* and *GA2ox*, was found to be significantly higher in the stem of the cultivar type compared to the weedy type (Figure 4A). The expression of genes encoding Homeobox protein (*HAZ*1) and Kaurene oxidase (*KO*) was down regulated in the cultivar growth type in soybean (Supplementary Figure S1). Based on the RT-qPCR, auxin response genes were downregulated in the leaves, stems, and nodes of the cultivar type relative to the weedy type. Here, the auxin response gene *FER1* was upregulated and *ARF5* was downregulated in the cultivar type compared to the weedy type (Figure 4B). Cytokinin-responsive genes were found to be upregulated in cultivar types. *AHK3* and *CKX1* showed higher expression in the leaves, stems, and nodes of the cultivar type with respect to the weedy type (Figure 4C). According to the RT-qPCR expression and transcriptome data, we found that auxin and cytokinin are antagonistically expressed in leaves, stems, and nodes among cultivar and weedy type soybeans. 

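All 6 transcripts listed under cytokinin in Table 3 were at least 2-fold higher in the cultivar type in stems and in nodes. With counts summed per gene, 5 of them were 2-fold higher in stems and 4 in nodes, and the others were less than 2-fold apart. In leaves, the authors' deposited table gives a |log2 fold change| of at least 1 for all 6 of them, each higher, and for the 10 listed under auxin, with 4 higher and 6 lower.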

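Of the 21 transcripts listed in Table 3, 12 have their largest |log2 fold change| in leaves, 5 in stems, and 4 in nodes in the authors' deposited tables. By the paper's values in Table 3, the largest is in leaves for 7, in stems for 6, and in nodes for 7, while AHK3 has the same value in leaves and stems. The median |log2 fold change| of these transcripts in the authors' deposited tables is 6.55 in leaves, 3.42 in stems, and 3.49 in nodes. For 11 of the 21, the listed transcript has other values than Table 3 gives. The larger median in leaves is that of the listed identifiers and need not hold for the values of Table 3. Over all transcripts with a p-value, the median |log2 fold change| in the authors' deposited tables is 0.75 in leaves, 0.85 in stems, and 0.71 in nodes.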

The expression profile of the remaining genes is described in Supplementary Figures S1A–C. Here, we focused on the stem phenotype, and the genes studied were most differentially expressed in the stem compared to the leaf and the node of weedy and cultivar type soybean. The genes and their expression patterns were mostly consistent with transcriptome data; hence, the results indicate the transcriptome data we presented were reliable and accurate.

**FIGURE 4:**
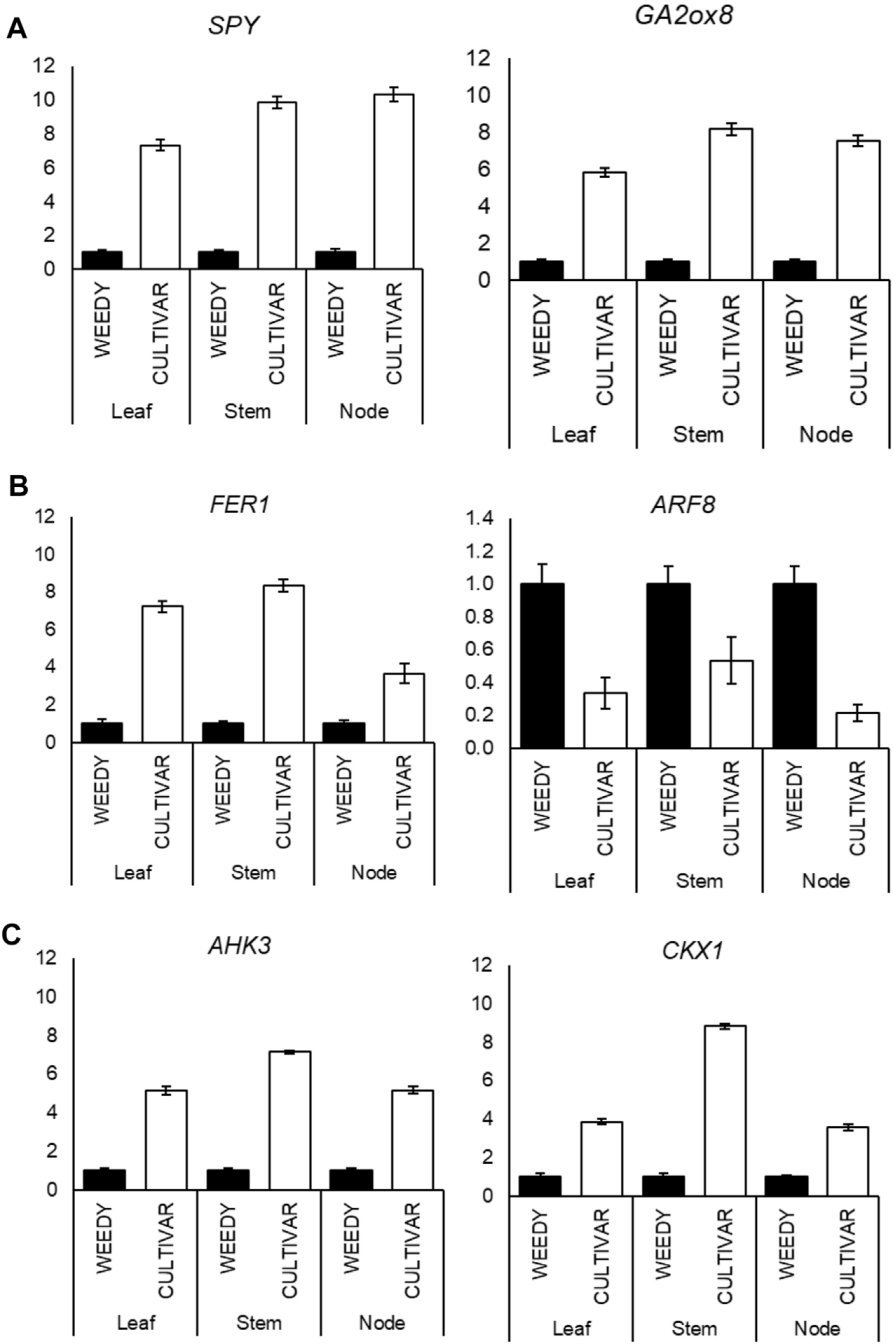
**(A–C)** Reverse-transcription quantitative PCR (RT-qPCR) analysis shows changes in gibberellin response genes: gibberellin 2-oxidase 8 (*GA2ox8*) and SPINDLY (*SPY*) **(A)**; auxin response genes: FERONIA (*FER*) and auxin response factor (*ARF8*) **(B)**; and cytokinin response genes: Arabidopsis histidine kinase-3 (*AHK3*) and cytokinin dehydrogenase-1 (*CKX1*). **(C)** Expression levels in the leaves, stems, and nodes of weedy type (WT) and cultivar type (CT). Total RNA was prepared from the 12-week-old plants for the indicated samples. Control plants were weedy type (WT). Error bars indicate SD of triplicate measurements. *GmAct6* was used as internal control, and relative expression levels are shown as fold values.

## Discussion

Plant morphology and architecture are an important economic characteristic that impact soybean yield. Although several factors that affect soybean growth and development are known, many aspects of this process remain to be elucidated. Therefore, studying gene expression and function with respect to phenotype provides an efficient way to reveal the hidden mechanism. In addition, comparative RNA sequencing technology allows us to investigate the molecular mechanism between two plant relatives. In this study, we performed a transcriptome analysis between weedy and cultivar growth types in soybean obtained from the F_7_ RIL population derived from a cross of wild and cultivated soybean. Our findings show that the weedy type has a longer stem and creeps on the ground, whereas the cultivar type exhibits the upright standing growth type. From the result, we hypothesize the characteristic of the stem determines if the plant is the weedy or cultivar type in soybean. Furthermore, the stem transcriptome was investigated to understand the relationship between gene regulation and phenotype.

Phytohormones participate in many physiological processes in plants (Bari and Jones, 2009; Luo et al., 2016). Auxin, gibberellin, cytokinin, and ethylene play abundant roles in shaping the morphological structure of plants (Fahad et al., 2015). Gibberellin 2-oxidase (*GA2ox*) is involved in degradation of bioactive GA and controls GA levels (Martin et al., 1999; Thomas et al., 1999). *GA2ox* modulate under the GA biosynthesis and inactivation pathway which converts the active form of GAs to inactive form (Yamaguchi, 2008). Upstream of *GA2ox* inactivates bioactive GA resulted in short internode plants whereas its downstream induce stem elongation (Supplementary Figure S3). Overexpression of two switchgrass *GA2ox* genes showed abnormal shoot architecture with extremely reduced internodes (Wuddineh et al., 2015). Similarly, overexpression of *A. thaliana GA2ox8* causes a decrease in GA levels, which showed a reduction in stem length (Schomburg et al., 2003). Additionally, *GA2ox1* transformed *Solanum* species exhibited low GA with phenotype alteration, reduced plant height, and internode distance (Dijkstra et al., 2008). Downstream of GA level in plants results in semi dwarf, while increased GA concentration promote taller plants (Busov et al., 2008). Elongated stem and vine growth habit are characteristic of the wild phenotype in soybean (Tian et al., 2010). In our study, the cultivar type has short internodes and thick stems, whereas the weedy type has thin and long stems (Figure 1C). RNA-Seq data revealed that *GA2ox8* is differentially expressed between weedy and cultivar types of soybeans. 

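Among 29 transcripts of 26 genes annotated as gibberellin 2-oxidases, 10 passed the FPKM filter in stems, with 3 higher and 7 lower in the cultivar type, of which 3 and 2 were at least 2-fold apart. The median log2 ratio was -0.30, at percentile 34.0 of the random lists matched on mean expression, and -0.27 with TMM normalization. In nodes, 13 passed, with 7 at least 2-fold higher and 5 at least 2-fold lower, and the median was 1.02, at percentile 99.8, 1.08 with TMM normalization, and -0.62 without a filter on low values. A further transcript listed as GA2Ox8.2 in Table 3, Glyma.13G287600.1 on chromosome 13, had no counts in the stem of the weedy type and 5 in that of the cultivar type, at least 1.83-fold higher, with an FPKM of 0.102. This transcript had 9 and 192 counts in nodes, a log2 ratio of 4.02 (95% interval 3.25 to 5.36), and the authors' deposited table gives 11.43 in leaves with a p-value of 0.000303.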

The expression of *GA2ox8* was found to be up regulated in the stem of the cultivar type, which might reduce the GA level and result in a short and thick stem. Conversely, the expression of *GA2ox* was down regulated in weedy type, which resulted in a thin stem with long internodes. The RT-qPCR analysis showed that the transcription level of *GA2ox* in the cultivar type was higher in comparison to the weedy type (Figure 4A). SPINDLY (SPY) is the GA-signaling protein that also functions as a negative regulator of GA during seed germination (Qin et al., 2011) and is characterized by slender phenotype (Martin et al., 1999) Altered *SPY* expression affects overall plant growth (Swain et al., 2001). Thus, the mutant plant lacking *SPY* showed suppressed phenotype plants (Thornton et al., 1999). Here, *SPY* is upregulated in the cultivar type plant and downregulated in the weedy type of plant (Figure 4A). This indicates that deregulation of *SPY* results in an altered phenotype. Additionally, *SPY* genes positively interact with cytokinin, which plays a major role in plant growth and development (Greenboim-Wainberg et al., 2005). The activity of cytosolic SPY stimulates cytokinin and inhibits GA signaling (Greenboim-Wainberg et al., 2005; Maymon et al., 2009). Two other GA response genes, homeobox protein (*HAZ1*) and kaurene oxidase (*KO*), are down regulated in cultivar type plants (Supplementary Figure S1A). *KO* also called cytochrome P450, catalyzes successive oxidation of enzymes in gibberellin biosynthesis pathway (Morrone et al., 2010), (Supplementary Figure S3). Therefore, GA-responsive genes might contribute to phenotype variation to produce either the weedy or cultivar type.

Auxin regulates divergent developmental processes and helps in anisotropic cell expansion in plants (Kutschera et al., 1987; Zhao, 2010; Zazimalová et al., 2014). *ARF8* helps in cell expansion and proliferation during plant development (Varaud et al., 2011). *ARF8* is a positive regulator of auxin, and its overexpression resulted in a long hypocotyl in *A. thaliana* (Tian et al., 2004). Likewise, high expression of *ARF8* in tobacco enhanced plant growth and development (Ge et al., 2016). Sometimes, deregulation of *ARF8* causes developmental abnormalities in *A. thaliana* (Jay et al., 2011). *ARF8* showed a conserved role in controlling the vegetative growth and shoot development of tomato (Liu et al., 2014). Functional deficient mutant of *ARF8* in *Arabidopsis* showed auxin deficient phenotypes such as dwarfism than the wild types (Nagpal et al., 2005). Here, *ARF8* was upregulated in the weedy type of soybean and downregulated in the cultivar type soybean. This might enhance stem elongation in weedy type and reduce stem length in cultivar type. Furthermore, *ARF8* also promotes early flowering in *A. thaliana* (Nagpal et al., 2005; Goetz et al., 2007; Finet et al., 2010). 

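The transcript listed as ARF8 in Table 3, Glyma.20G139100.1 on chromosome 20, is annotated in the files as a putative receptor-like protein kinase. It had 102 counts in the weedy type and none in the cultivar type in stems, at least 31.0-fold lower, and 33 and none in nodes, at least 12.7-fold lower. Glyma.02G239600.4 on chromosome 2, annotated as auxin response factor 8-like isoform X3 and chosen after its values were seen, had 261 and 78 counts in stems, and 143 and 4 in nodes, a log2 ratio of -4.92 (95% interval -7.26 to -3.98) in the latter. It is 1 of 5 transcripts of its gene, whose sum had a log2 ratio of -0.20 in stems and -0.062 in nodes.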

In agreement with previous studies, the weedy type plants were observed to mature earlier compared to the cultivar type plants (Figure 1A). *FERONIA* (*FER*) is one of the auxin response genes known as a cell growth regulator (Shih et al., 2014; Oh et al., 2020). A study of an *A. thaliana FER* mutant showed that FER is essential for maximum cell elongation and proliferation (Guo et al., 2009). In addition, *FER* interacts with components of the cell wall to assist in monitoring of the cell walls in plants (Shih et al., 2014). In this study, *FER* was up regulated in the cultivar type compared to weedy type, indicating that more expansion of cells might result in thick stems in cultivar plants. 

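Of 28 transcripts annotated as FERONIA, 23 passed the FPKM filter in stems, where 4 were higher and 19 lower in the cultivar type, with 0 at least 2-fold higher and 11 at least 2-fold lower. The median log2 ratio was -0.76 in stems and -0.42 in nodes, at percentiles 0.790 and 7.88 of the random lists matched on mean expression, and -0.74 and -0.36 with TMM normalization. Glyma.19G033100.1, listed as FER in Table 3, was at least 15.4-fold higher in stems but did not pass the filter. Its FPKM in the cultivar type was 0.243 in stems and 0.333 in nodes. It is therefore not among the 23 and in neither median. A further transcript listed as FER in Table 3, Glyma.11G141500.2 on chromosome 11, is annotated as THO complex subunit 4A-like. Its log2 ratio was -1.92 (95% interval -2.19 to -1.68) in stems and 1.37 (1.16 to 1.58) in nodes, and the sum over both transcripts of its gene had 0.082 (-0.020 to 0.18) and -0.022 (-0.12 to 0.072), neither apart from 0 by more than counting error. Glyma.18G271000.1 on chromosome 18, annotated as receptor-like protein kinase FERONIA and chosen after its values were seen, had -3.17 (-3.88 to -2.63) and -1.72 (-2.18 to -1.33), the latter opposite in direction to the listed transcript.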

RT-qPCR results showed that *FER* is highly expressed in cultivar plants (Figure 4B). 

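The transcript listed as PILS3 in Table 3, Glyma.16G069400.2 on chromosome 16, is annotated in the files as ribosomal RNA-processing protein 8-like isoform X2. It had 186 counts in the stem and 180 in the node of the weedy type and none in the cultivar type, at least 56.5-fold and 69.3-fold lower. Summed over the 3 transcripts of the gene, the log2 ratio was -0.21 in stems and 0.68 in nodes, the latter opposite in direction. Glyma.01G156200.2 on chromosome 1, annotated as uncharacterized transporter YBR287W and chosen after its values were seen, had 1057 and 2868 counts in the weedy type and none in the cultivar type, at least 321-fold and 1104-fold lower. It is 1 of 5 transcripts of its gene, whose sum had log2 ratios of -0.57 and -0.91.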

There was differential expression in other auxin response genes as well; auxin response factor 5 (*ARF5*) was upregulated in the cultivar type, whereas *PIN LIKES3* (*PILS3*) was downregulated in the cultivar type (Supplementary Figure S1B). PILS are the putative auxin carriers, its overexpression affects overall plant patterning (Feraru et al., 2012), while mutant leads to reduced plant growth in *Arabidopsis* (Barbez et al., 2012). A study has shown that *ARF5* interacts with *PIN1* in the formation of leaf primordia (Schuetz et al., 2019).

The Cytokinin oxidase/dehydrogenase (CKX) gene family regulates cytokinin in plants (Wang et al., 2014), playing a major role in metabolic cytokinin inactivation (Motyka et al., 1996; Mok and Mok, 2001). Overexpression of *A. thaliana CKX1* resulted in short internodes with reduced growth compared to control (Werner et al., 2001). Also, similar results were obtained in transgenic tobacco, where a higher expression of *CKX1* decreased the cytokinin level and resulted in reduced plant height (Yang et al., 2003). Here, *CKX1* was found to be up regulated in cultivar type plants compared to weedy type plants, indicating that *CKX1* plays a major role in making cultivar type plants exhibit thick stems and shorter plant height compared to the weedy type. 

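Of 19 transcripts annotated as cytokinin dehydrogenases, 10 passed the FPKM filter in stems, with 6 at least 2-fold higher and 4 at least 2-fold lower in the cultivar type. Their median log2 ratio was 1.34, at percentile 99.8 of the random lists matched on mean expression, and 1.26 with counts summed per gene. In nodes, 15 passed the filter, with 4 at least 2-fold higher and 4 at least 2-fold lower and a median of 0.11, at percentile 75.5. The p-value of CKX1 (Glyma.03G133300.1) in the authors' deposited tables is 0.377 in leaves, 0.0550 in stems, and 0.421 in nodes.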

Cytokinin signaling pathway consists of three proteins, histidine kinase receptor, histidine phosphotransfer and response regulator (Keshishian and Rashotte, 2015). Arabidopsis histidine kinase (*AHK3*) is an important cytokinin receptor responsible for secondary growth of vascular tissues (Hejátko et al., 2009). Loss of *AHK3* results in reduction of overall shoot growth (Higuchi et al., 2004). This suggests that *AHK3* is essential for overall shoot formation. Our transcriptome and expression analysis showed that *CKX1* and *AHK3* are highly expressed in the shoots of cultivar type plants (Figure 4C). Overexpression of Arabidopsis response regulator (*ARR2*) was shown in a previous study to result in dwarf plants and induce a cytokinin hypersensitive response (Shull et al., 2016). (Hwang and Sheen, 2001) reported ARR type-A proteins act as negative regulator of cytokinin signaling. Here, *ARR2* was up regulated in the cultivar type (Supplementary Figure S1C). This result suggests that cytokinin signaling genes might be responsible for varying overall shoot morphology in plants.

Interaction of major plant hormones influence growth and development, which can elucidate the genetic basis and molecular mechanisms behind changes in plant physiology (Ross and O’Neill, 2001). Hormone interactions can increase or decrease the expression of responsive genes (Vanstraelen and Benkov, 2012). Auxin and gibberellins are essential plant hormones that perform different functions but exist at an equilibrium for normal stem elongation (Yang et al., 1996; Haga and Iino, 1998). In Chinese cabbage, an increase in biosynthesis of GA and indole acetic acid (*IAA*), which is an auxin, promotes stalk elongation (Kou et al., 2021). GA coordinates with auxin for cell division and growth of cambial derivatives in Poplar stems (Björklund et al., 2007). In gibberellin biosynthesis pathway, the biosynthesis of GA activates with the regulatory genes and interacts coordinately with the other phytohormone response genes which results in morphology variation (Supplementary Figure S3). We predict that the interaction of auxin and GA response genes in weedy type plants results in longer and thin stems compared to the cultivar type. In various developmental processes, gibberellin and cytokinin have opposite effects but are coordinately expressed (Greenboim-Wainberg et al., 2005). The *SPY* gene inhibits bioactive GA but promotes the cytokinin signaling pathway (Filardo and Swain, 2003; Eckardt, 2005). Cytokinin regulates auxin signaling metabolism; thus, higher expression of cytokinin response genes promotes the expression of auxin response genes (El-Showk et al., 2013). The expression of auxin is indirectly inhibited by the cytokinin signaling mechanism when cytokinin biosynthesis increases (Jasinski et al., 2005; Yanai et al., 2005). Arabidopsis response regulators (ARRs) work together to influence cytokinin and auxin signaling, which are the primary regulatory mechanisms at the shoot apical meristem (Zhao et al., 2010). DELLA proteins participate in complex crosstalk among plant hormone through interaction with many transcription factors (Hou et al., 2010; Yoshida et al., 2014; Li et al., 2015). The outcome of auxin and cytokinin interaction depends upon different cell-type specifications via different signaling pathways (Chandler and Werr, 2015). By means of synergistic or antagonistic action, phytohormones interact with developmental cues along with delivering environmental inputs as signaling crosstalk (Seif El-Yazal et al., 2015).

## Conclusion

In summary, our study postulates candidate genes responsible for the weedy and cultivar growth types in soybean. Using the Illumina platform, transcriptome sequencing was performed and DEG analysis revealed that major phytohormone-responsive genes influence plant growth types. By comparing the gene expression of the shoots (leaves, stems, and nodes) of weedy and cultivar types, we found that the stem is the key modulator of phenotype variation in the F_7_ RIL population. *GA2ox*, *SPY*, *ARF*, *CKX*, and *AHK* are the major plant hormone signaling genes responsible for determining the weedy and cultivar growth types in soybean. These results show how the expression, regulation, and interaction of major plant hormone-responsive genes influences plant phenotype. Our study provides insights for future genetic breeding and facilitates target trait crop improvement for higher yield in soybean.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188519.

How the deposited data were processed for this re-analysis (not part of the article)

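Leaves, stems, and nodes of a weedy type line and a cultivar type line of soybean were sequenced with 1 library per tissue and growth type. Both lines were derived from the same recombinant inbred line, as the paper describes. The samples were grouped by the tissue and growth type that their labels and the paper give, and the comparison in each tissue was that of the cultivar type with the weedy type. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to the assembly Wm82.a2.v1, and counted them per transcript with StringTie. The deposited signal values of stems and nodes are counts per transcript that the authors divided by a size factor of each library, as DESeq computes it, and to which 1 was added. The deposited log2 fold changes are those of the authors' DESeq comparison of the 2 libraries of a tissue. The p-values and adjusted p-values are also those of the authors' comparison of 2 libraries without replicates. The annotation, the protein length, the GO terms, and the KEGG pathways were taken from the same tables, and gene identifiers and names are those of the tables and of Table 3. No genome of this build was used here.

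In the stem and node libraries, 1 was subtracted from each value, and the result was divided by the smallest step of the library to give the counts. The log2 ratios of the values with the added 1 differed from the authors' deposited log2 fold changes by at most 3.86e-08 in stems and 4.54e-08 in nodes. Where a library had 3 counts or fewer, a fold was computed against 3 counts and is given as at least that fold. It is not the end of the 95% interval, which lies nearer to no difference. At the recovered totals, the floor of 3 counts is between 0.0481 and 0.0619 CPM in a library. FPKM used a length of 3 bases per amino acid of the annotated protein. Ratios were compared within a tissue only, since each tissue has a table with its own scaling. The columns of values per library of leaves, 2 in number, were not used here, because their names match no sample label.

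The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. TMM normalization trimmed 0.3 of the transcripts at each end of the log ratios and 0.05 at each end of the mean levels. It shifted the log2 ratios by -0.026 in stems and -0.058 in nodes. The alternatives tried were pseudocounts of 0.1 and 10, TMM normalization, the ratio of FPKM + 1, other filters on low values, counts summed per gene, counts thinned to the smallest total, a |log2 ratio| of at least 2, and the p-value of the authors' deposited tables. Random lists for gene families held as many transcripts as the family and were drawn 10000 times within 10 classes of mean expression, and positions on the chromosomes were shuffled 10000 times.

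The transcripts named are every transcript of Table 3 with the sum for its gene, the families of gibberellin, auxin, and cytokinin genes that the paper names, actin-6, and in each direction the 3 transcripts whose smallest change over the 3 tissues was largest. A transcript outside this rule is said to have been chosen after its values were seen. For 1 transcript of Table 3, the values are not reported here, while numbers over all transcripts of the table include it. The response regulators were split into cytokinin response regulators and pseudo-response regulators after the annotation was read.

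A planned exact test on the reads of 2 libraries and a planned quasi-likelihood test with tissue as a block were not run. The deposited values of stems and nodes are scaled and were treated as signal in tests. This was a choice, since counts were recovered from them and used for FPKM, intervals, floors, and thinning. In place of the quasi-likelihood test, limma's linear model with tissue and growth type was fitted to log2(scaled count + 1) of the 4 stem and node libraries, with Benjamini-Hochberg adjustment. In simulated counts for 44345 stem and 45622 node transcripts with 200 changed in each tissue, 100% of the changed transcripts were found at least 2-fold apart in each tissue, and 0.0748% of the unchanged transcripts in stems and 0.0462% in nodes were. In values simulated for limma, 100% of 200 transcripts with a log2 change of 4 were called among 53592, with 12 unchanged transcripts called. Noise of the same size was simulated for every transcript. This share therefore does not give the power of the test in the data, where the noise can differ between transcripts. The count of neighbouring genes was tested on 20000 simulated genes, where calls scattered at random had 59 called neighbours against a mean of 49.9 when shuffled, and calls placed in blocks had 511 against 48.9.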

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

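None of the tests in this part was chosen only after its result was seen, and those that compare genes with 1 transcript were added after the patterns were seen. The directions within windows of genes were weighed only after they were seen. Of the 44651 transcripts that passed the FPKM filter in both stems and nodes, 808 were at least 2-fold higher in stems and 2-fold lower in nodes of the cultivar type, and 816 were 2-fold lower in stems and 2-fold higher in nodes. These 1624 transcripts moved in opposite directions in the 2 tissues, and the difference between the tissues was not tested, since each value comes from 1 library. If stems and nodes varied independently, 2071 transcripts would do so, and 6347 were 2-fold apart in the same direction. Counting error is too small to give the ratios themselves: at the paper's number of mapped reads it would place 418 transcripts in stems at least 2-fold apart, where 18281 were found. The assignment of reads to another transcript of the same gene in 1 of the libraries remains a candidate explanation. Of 22431 transcripts of genes with several transcripts, 1385 (6.17%) moved in opposite directions, against 1.44% of transcripts of genes with 1 at the same expression, a ratio of 4.30. The 239 transcripts of genes with 1 transcript that moved in opposite directions cannot come from such an assignment. For the others, a difference between the tissues of these lines cannot be told apart from it.

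Genes with a transcript at least 2-fold apart in the same direction in leaves, stems, and nodes lay next to each other more often than shuffled genes, a result the paper does not report. Of 1919 such genes among 32769 expressed genes, 207 had another such gene as the next expressed gene in the order of the identifiers (10.8%), against 5.84% when the calls were shuffled (permutation test, p = 0.0001, the smallest that 10000 shuffles can give). The hypothesis was that differences shared by all tissues sit in chromosome segments that the lines do not share. Among windows of 50 expressed genes, 19 such genes lay from Glyma.06G257500 to Glyma.06G268500 on chromosome 6, 11 of them higher and 8 lower in the cultivar type, 16 from Glyma.03G037100 to Glyma.03G049600 on chromosome 3, and 16 from Glyma.18G077300 to Glyma.18G088500 on chromosome 18. Those on chromosomes 3 and 18 held 9 higher and 7 lower, and 6 higher and 10 lower. The median window held 3.

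Tandem copies were tested as an explanation by counting neighbours with the same annotation once, which left 9.87% against 5.77% of shuffled calls, so tandem copies do not account for the excess. With the counts summed per gene, 16.2% of the genes called in both stems and nodes had a called neighbour against 10.8% of shuffled calls, which are calls of 2 tissues and not of 3. Reads assigned to another transcript of a gene were therefore tested on the expressed genes with 1 transcript, a test added after the data were seen, where 12.3% of 967 genes called in all 3 tissues had a called gene as the next one with 1 transcript against 4.55% of shuffled calls, so this assignment does not account for the excess among them. A lower mapping of the reads of 1 line in segments where the lines differ would make neighbours change in the same direction. Of 199 pairs of neighbouring genes, 67.8% changed in the same direction, against 52.5% with shuffled directions (permutation test, p = 0.0001, again the smallest that the shuffles can give). Each of the 6 densest windows held genes in both directions, from 5 to 11 higher and from 6 to 10 lower. A lower mapping of 1 line throughout such a window would give 1 direction. Mapping that is lower in 1 line for some genes and in the other line for others would give both. A gene can also count in both directions, as in the window of 11 called genes with 6 higher and 6 lower. The windows therefore cannot decide on mapping. For the pairs of neighbouring genes mapping also remains a possible explanation, and their shared direction cannot be told apart from it. Segments inherited from different parents may also give such groups of genes, which is a hypothesis from the same data.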

How the results depend on the processing

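No test in this part was chosen only after its result was seen, and limma's test took the place of a test on counts once the unit of the values was known. The groups, the tests, and the alternatives not marked in this way were set before the data were examined. No paired analysis was possible because each tissue and growth type has 1 library, other than limma's test with tissue as a block, which sets the growth types against each other within stems and nodes. In no case was the cause of a change with the processing found, and the cause was not tested.

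The number of transcripts at least 2-fold apart, 18281 in stems and 15879 in nodes, stayed within 1.5 times of these values with pseudocounts of 0.1 and 10, TMM normalization, the ratio of FPKM + 1, at least 10 counts in 1 library, and thinned counts, from 14196 to 24511 in stems and from 11654 to 22609 in nodes. Without a filter on low values it was 28304 and 26092, with FPKM above 1 in both libraries 8400 and 7217, and with counts summed per gene 9237 and 6999. At a |log2 ratio| of at least 2 it was 9899 and 8181, and 15643 in leaves in the authors' deposited table, against 24929 at a |log2 fold change| of at least 1. With a p-value under 0.05 in the authors' deposited tables as well it was 2032 in leaves, 2082 in stems, and 1587 in nodes.

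The share higher in the cultivar type stayed under 50% in stems and nodes in each setting tried for it. It was 45.7% in stems and 46.3% in nodes with TMM normalization, 47.4% in nodes with the ratio of FPKM + 1, and 42.1% and 36.6% with counts summed per gene. With a p-value under 0.5 in place of 0.05, an alternative chosen after seeing the data, the number of DEGs in the authors' deposited tables was 12513 in leaves, 14255 in stems, and 11850 in nodes. With an adjusted p-value under 0.05 the authors' deposited tables held 29, 81, and 50, and with no p-value 24929, 28304, and 26092, both also chosen after seeing the data.

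Transcripts at least 2-fold higher or lower in all 3 tissues, 819 and 1257, numbered 353 and 452 at a |log2 ratio| of at least 2, and 65 and 86 with a p-value under 0.05 in the authors' deposited tables. They numbered 415 and 572 with a p-value under 0.5 in the authors' deposited tables and 1233 and 2015 without a filter on low values, both chosen after seeing the data. The share of thiamine and purine metabolism in stems, 29.6%, was 48.0% with a p-value under 0.05 in the authors' deposited table. The correlation between the growth types was 0.829 in stems and 0.851 in nodes without a filter on low values, 0.840 and 0.866 with Pearson's correlation of log2(FPKM + 1), 0.743 and 0.766 with that of log2(FPKM + 0.1), and 0.878 and 0.912 with counts summed per gene. In each of these settings it was lower in stems than in nodes.

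Of 40 log2 ratios of single Table 3 transcripts in stems and nodes, 11 moved by more than counting error and 6 reversed with counts summed per gene. The reversed ones were -0.21 against 10.32 for SPY Glyma.02G201300.4 in nodes, 0.68 against -7.12 for PILS3 Glyma.16G069400.2 in nodes, 0.082 against -1.92 for FER Glyma.11G141500.2 in stems, -0.022 against 1.37 for FER Glyma.11G141500.2 in nodes, -0.17 against 1.44 for IAA30 Glyma.17G082700.1 in stems, and -0.67 against 6.77 for AHK3 Glyma.08G105000.5 in stems. For FER, both sums have a 95% interval that includes 0 (from -0.020 to 0.18 in stems and from -0.12 to 0.072 in nodes), so that they show no difference rather than an opposite one. With another transcript that has the values of Table 3, an alternative chosen after seeing the data, 10 of 18 moved and 3 reversed, -4.04 against 1.20 for LAX1 Glyma.17G065000.1 in stems, -1.72 against 1.37 for FER Glyma.11G141500.2 in nodes, and -1.63 against 1.44 for IAA30 Glyma.17G082700.1 in stems. The ratio of FPKM + 1 moved 31, a pseudocount of 10 moved 19, and TMM normalization moved 1, with none reversed. Of 22 medians of gene families, counts summed per gene moved 6 and no filter on low values moved 4, and without a filter 2 reversed, -0.044 against 0.14 for cytokinin response regulators in nodes and -0.62 against 1.02 for gibberellin 2-oxidases in nodes. TMM normalization and a pseudocount of 10 left each median within 0.1, and these settings for families were chosen after seeing the data.

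The test of the growth type across stems and nodes, with tissue as a block, gave 0 transcripts with an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment, and also without a filter and with counts summed per gene. The smallest adjusted p-value over the same 3 fits was 0.182, 0.249, and 0.0765, and 5850, 6515, and 6687 had an unadjusted p-value under 0.05. The excess of neighbouring genes among those shared in 3 tissues remained above that of shuffled calls at a |log2 ratio| of at least 2, with tandem copies left out, and among genes with 1 transcript, the last chosen after seeing the data. With counts summed per gene it was computed only for genes shared by stems and nodes. Not run were the exact test on the reads of 2 libraries with its other coefficients of variation, the Wald test, the fits without a tissue in turn, the sum per gene for transcripts shared in 3 tissues, and in leaves the alternatives that need values per library. The depth limits the ratios of transcripts with 3 or fewer counts in a library, whose intervals are wide or open on 1 side.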

Differences from the paper's values

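The setting of a p-value under 0.5 and the choice of another transcript for Table 3 were chosen after seeing the values. At a p-value under 0.05 and a |log2 fold change| of at least 1, the number of DEGs in the authors' deposited tables was 2032 against the paper's 12513 in leaves, 2257 against the paper's 14255 in stems, and 1735 against the paper's 11850 in nodes. Upregulated in the authors' deposited tables were 794 against the paper's 5029 in leaves, 863 against the paper's 6012 in stems, and 746 against the paper's 4917 in nodes, and downregulated were 1238 against the paper's 7484 in leaves, 1394 against the paper's 8243 in stems, and 989 against the paper's 6933 in nodes. Shared upregulated transcripts in the authors' deposited tables numbered 74 against the paper's 609 for leaves and stems only, 67 against the paper's 513 for leaves and nodes only, 124 against the paper's 1130 for stems and nodes only, and 68 against the paper's 511 for all 3 tissues. Shared downregulated transcripts numbered 125 against the paper's 992 for leaves and stems only, 86 against the paper's 737 for leaves and nodes only, 254 against the paper's 2138 for stems and nodes only, and 96 against the paper's 730 for all 3 tissues in the authors' deposited tables. A |log2 fold change| of at least 2, the alternative set before the data were examined, left the totals of the authors' deposited tables at 2032, 2257, and 1735 and closed none of the gaps in the number of DEGs in either direction or in the numbers shared between tissues. It can only remove DEGs, so it could not have raised the totals to the paper's. With a p-value under 0.5, chosen after seeing the values, the authors' deposited tables gave the paper's number in each of these cases. An adjusted p-value under 0.05 and no p-value, both also chosen after seeing the values, did not close the gaps in the number of DEGs.

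DEGs with a biological process term in the authors' deposited tables numbered 691 against the paper's 1574 in leaves, 748 against the paper's 4762 in stems, and 589 against the paper's 3866 in nodes. Those with a cellular component term in the authors' deposited tables numbered 241 against the paper's 554 in leaves, 276 against the paper's 1619 in stems, and 204 against the paper's 1407 in nodes, and those with a molecular function term 1107 against the paper's 2401 in leaves, 1212 against the paper's 7119 in stems, and 930 against the paper's 5865 in nodes. DEGs with a KEGG pathway in the authors' deposited tables numbered 35 against the paper's 159 in leaves, 29 against the paper's 172 in stems, and 28 against the paper's 149 in nodes. In thiamine and purine metabolism the authors' deposited tables held 8 against the paper's 47 in leaves, 14 against the paper's 56 in stems, and 11 against the paper's 48 in nodes, in starch and sucrose metabolism 1 against the paper's 11 in leaves, 1 against the paper's 14 in stems, and 3 against the paper's 13 in nodes, and in phenylpropanoid biosynthesis 5 against the paper's 10 in leaves, 0 against the paper's 7 in stems, and 0 against the paper's 7 in nodes. A |log2 fold change| of at least 2, set before the data were examined, closed none of these gaps. It could not have, since it can only remove DEGs. With a p-value under 0.5, chosen after seeing the values, the authors' deposited tables gave the paper's numbers except for the GO terms in leaves, where the authors' deposited table held 4077, 1350, and 6198 transcripts with a biological process, cellular component, and molecular function term. The upregulated transcripts alone, also chosen after seeing the values, gave the paper's numbers there, with 1574, 554, and 2401 in the authors' deposited table.

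Without a p-value, 24929 leaf transcripts were at least 2-fold apart in the authors' deposited table, against the paper's 12513 DEGs. Of the alternatives set before the data were examined, a |log2 fold change| of at least 2 came within 1.5 times of the paper's number with 15643 in the authors' deposited table, and a p-value under 0.05 did not with 2032. A p-value under 0.5, chosen after seeing the values, gave 12513 in the authors' deposited table.

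For Table 3, the alternatives set before the data were examined (counts summed per gene, the ratio of FPKM + 1, a pseudocount of 10, TMM normalization, and the authors' own log2 fold change) were run in stems and nodes, and where none is named here, none closed the gap. A gap is called closed where the paper's value is within the counting error of the value in stems or nodes, or within 0.01 before rounding in leaves. The leaf values come from the authors' deposited table, and no alternative set before the data were examined was run for them. Taking the ratio without the added 1, chosen after seeing the values, closed no gap where it could be computed. For the listed transcripts that have the paper's values, already within counting error, it gave those values to the printed digits. In stems it gave 5.72 in place of 5.08 for ARF5 and 7.14 in place of 6.77 for AHK3. In nodes it gave 4.21 in place of 4.02 for GA2Ox8.2 and 3.43 in place of 3.33 for KOR. For HAZ1 in stems it moved away, to -3.46 against the paper's -3.22. The log2 ratio of HAZ1 (Glyma.17G210100.1) was -4.71 in leaves against the paper's -4.03 and -3.59 in nodes against the paper's -5.85, the leaf value being that of the authors' deposited table. Another transcript, chosen after seeing the values, closed the gap with -4.03 in leaves and -5.57 in nodes (leaves from the authors' deposited table). The log2 ratio of KO (Glyma.14G219100.1) was -7.84 in leaves against the paper's -3.54, -1.34 in stems against the paper's -1.81, and -1.44 in nodes against the paper's -2.16, the leaf value being that of the authors' deposited table. In leaves, stems, and nodes, another transcript chosen after seeing the values closed the gap with -1.79 in stems and -2.15 in nodes and came to -3.50 in leaves, which still differs (leaves from the authors' deposited table). The log2 ratio of PILS3 (Glyma.16G069400.2) was -7.65 in leaves against the paper's -4.34, the leaf value being that of the authors' deposited table. Another transcript, chosen after seeing the values, came to -4.32 in leaves, which still differs (leaves from the authors' deposited table). The log2 ratio of LAX1 (Glyma.17G065000.1) was -6.87 in leaves against the paper's -5.04, 1.20 in stems against the paper's -4.09, and -1.20 in nodes against the paper's -2.40, the leaf value being that of the authors' deposited table. In leaves, stems, and nodes, another transcript chosen after seeing the values gave -5.04, -4.04, and -2.38, which closed the gap (leaves from the authors' deposited table). The log2 ratio of PCN (Glyma.16G017600.2) was 1.89 in leaves against the paper's 1.69, -6.87 in stems against the paper's -3.99, and -4.19 in nodes against the paper's -9.01, the leaf value being that of the authors' deposited table. In stems this transcript has no counts in the cultivar type, so that its ratio is bounded on 1 side only, with a 95% interval that ends at -5.03. Another transcript, chosen after seeing the values, closed the gap with 1.68 in leaves, -3.91 in stems, and -9.01 in nodes (leaves from the authors' deposited table). In stems, a pseudocount of 10, set before the data were examined, came to -3.66, and whether this closes the gap cannot be said, since the counting error is open on 1 side.

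For FER (Glyma.11G141500.2), it was -9.36 in leaves against the paper's -1.84, -1.92 in stems against the paper's -3.23, and 1.37 in nodes against the paper's -1.75, the leaf value being that of the authors' deposited table. In leaves, stems, and nodes, another transcript chosen after seeing the values gave -1.83, -3.17, and -1.72, which closed the gap (leaves from the authors' deposited table). For AUX22E (Glyma.14G156300.1), it was -1.57 in leaves against the paper's 1.80 and -1.50 in nodes against the paper's -1.32, the leaf value being that of the authors' deposited table. Another transcript, chosen after seeing the values, closed the gap with 1.80 in leaves and -1.32 in nodes (leaves from the authors' deposited table). Set before the data were examined, the ratio of FPKM + 1 closed the gap in nodes with -1.36 and TMM normalization closed the gap in nodes with -1.44. For IAA30 (Glyma.17G082700.1), it was -1.28 in leaves against the paper's 1.58, 1.44 in stems against the paper's -1.64, and -1.66 in nodes against the paper's -1.39, the leaf value being that of the authors' deposited table. In leaves, stems, and nodes, another transcript chosen after seeing the values closed the gap with -1.63 in stems and -1.39 in nodes and came to 1.57 in leaves, which still differs (leaves from the authors' deposited table). Set before the data were examined, the ratio of FPKM + 1 closed the gap in nodes with -1.36. For ARF8 (Glyma.20G139100.1), it was -9.02 in leaves against the paper's -3.40 and -6.48 in stems against the paper's -1.61, the leaf value being that of the authors' deposited table. In stems this transcript has no counts in the cultivar type, so that its ratio is bounded on 1 side only, with a 95% interval that ends at -4.63. Another transcript, chosen after seeing the values, closed the gap with -1.59 in stems, and came to -3.39 in leaves, which still differs (leaves from the authors' deposited table). In stems, the ratio of FPKM + 1, set before the data were examined, came to -1.01, and whether this closes the gap cannot be said, since the counting error is open on 1 side. In leaves, the authors' deposited table gave 6.99 for AHK3 against the paper's 7.14, 2.83 for CKX1 against the paper's 2.85, 2.18 for AHP5 against the paper's 2.23, 4.99 for ARR2 against the paper's 5.20, and 2.23 for KOR against the paper's 2.30, and no other setting was run for these. Where a library has no counts, the ratio is bounded on 1 side only, and a larger value of the paper cannot be told apart from it by counting error. This holds for FER (Glyma.19G033100.1) in stems, with 5.36 against the paper's 8.36, for PILS3 with -7.34 in stems against the paper's -9.84 and -7.12 in nodes against the paper's -11.11, and for ARF8 in nodes, with -4.72 against the paper's -5.37. Another transcript, chosen after seeing the values, gave -9.84 and -11.11 for PILS3 and -4.92 for ARF8, and none was found for FER. These values keep the added 1. Without it, the other transcripts for ARF8 and HAZ1 came within 0.006 of the paper's values in nodes.

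The paper states that most auxin-related genes were downregulated in the cultivar type, while 5 of the listed transcripts were higher and 5 lower in stems. In nodes, 4 were higher and 6 lower, and in leaves 4 were higher and 6 lower in the authors' deposited table. By the paper's values in Table 3, 2 are higher and 8 lower in stems, 2 and 8 in nodes, and 5 and 5 in leaves, and these splits differ from those of the listed transcripts. It states that IAA30 was downregulated in all tissues of the cultivar type, while the listed transcript had a log2 ratio of 1.44 in stems, and the same of PCN, for which the authors' deposited table gives 1.89 in leaves. It states that ent-kaurenoic acid oxidase was higher in the stem of the weedy type. For the pair of transcripts with this annotation, the log2 ratios of the cultivar type to the weedy type were 0.81 and -0.66. The latter, in the paper's direction, belongs to the transcript with more counts in both stem libraries. The paper states that the genes studied differed most in the stem. Of the listed transcripts, 12 have their largest |log2 fold change| in leaves, 5 in stems, and 4 in nodes in the authors' deposited tables. By the paper's values in Table 3, the largest is in leaves for 7, in stems for 6, and in nodes for 7, while AHK3 has the same value in leaves and stems.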

Other observations

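The tests of the p-value threshold, of the transcripts behind Table 3, and of the read length were chosen only after the result was seen. The authors' deposited tables hold fewer DEGs at a p-value under 0.05 than the paper, 2257 against the paper's 14255 in stems. A candidate explanation is a threshold of 0.5 in place of 0.05. At a p-value under 0.5, the authors' deposited tables gave exactly 35 of 38 numbers of DEGs, overlaps, GO terms, and pathways that the paper states, and at 0.05 they gave 0. The remaining 3 are the numbers of GO terms in leaves, which the upregulated transcripts alone gave at a p-value under 0.5, 1574, 554, and 2401 in the authors' deposited table.

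For 11 of the 21 transcripts of Table 3, the listed transcript has other values than the paper gives. For 10 of these, 1 other transcript has all 3 values of the paper, computed with or without the added 1 and within 0.006 on the log2 scale in stems and nodes and 0.25 in leaves. When the values were swapped between transcripts of the table, 5 of 7980 sets of 3 values found a transcript. The remaining one is FER (Glyma.19G033100.1), with 5.36 in stems against the paper's 8.36, for which no other transcript was found. For the 10, a candidate explanation is that the values belong to another transcript than the one listed. The other transcript is annotated as ent-kaurene oxidase, chloroplastic-like for KO, auxin transporter-like protein 1 for LAX1, auxin-induced protein 22E-like for AUX22E, auxin response factor 8-like isoform X3 for ARF8, receptor-like protein kinase FERONIA for FER, and homeobox protein HAT3.1 for HAZ1, while for PILS3, PCN, and IAA30 its annotation does not hold the name in Table 3.

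Many transcripts were at least 2-fold apart while the sum over the transcripts of their gene was not. Of 11439 such transcripts of genes with several transcripts in stems, 7698 (67.3%) had a sum less than 2-fold apart and 3044 had a sum of opposite sign, 2211 of them by more than counting error. In nodes, 8093 of 10499 (77.1%) had a sum less than 2-fold apart and 3169 a sum of opposite sign, 2257 of them by more than counting error. The share 2-fold apart among transcripts of genes with several transcripts was 45.1% in stems, against 35.6% among transcripts of genes with 1 at the same expression, a ratio of 1.26. The assignment of reads to 1 transcript in 1 library and to another transcript in the other remains a possible explanation, and a change in splicing between the lines cannot be told apart from it. Counting error at low depth does not account for the number of transcripts 2-fold apart: 418 were computed from counting error alone in stems with the counts reduced to the paper's mapped reads, and 18281 were found.

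The recovered counts of each library exceeded the paper's mapped reads, by a median ratio of 1.82 (from 1.77 to 1.85). Counts made from coverage with a read length of 75 bases, where reads of 151 bases were sequenced, might give such an excess, and would give a ratio of 2.01 if all mapped reads were counted. The share of mapped reads that were counted is not known here, so this explanation cannot be told apart from others.

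Stem and node libraries of the same growth type correlated more than libraries of the 2 growth types in the same tissue, with Spearman correlations of 0.855 and 0.879 against 0.806 and 0.837 across transcripts. With counts summed per gene, the correlations were 0.914 and 0.954 against 0.878 and 0.912, and the smallest of the former exceeded the largest of the latter by 0.00166. Whether reads assigned to different transcripts of a gene add to the pattern cannot be told from these values. The 4 libraries have no replicates.

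In limma's test of the growth type over the stem and node libraries, with tissue as a block, none of 53592 transcripts had an adjusted p-value under 0.05 with Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05 there were 5850, 2239 higher and 3611 lower in the cultivar type, and the smallest adjusted p-value was 0.182. Tissues are not replicate plants, so this test asks only whether a difference repeats in both tissues of these lines. Glyma.05G076800.1 was not called, although its log2 ratios were -11.19 in stems and -11.23 in nodes. The lack of calls therefore does not show that the growth types do not differ.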
